# Inhibition of lung tumorigenesis by a small molecule CA170 targeting the immune checkpoint protein VISTA

**DOI:** 10.1038/s42003-021-02381-x

**Published:** 2021-07-23

**Authors:** Jing Pan, Yao Chen, Qi Zhang, Achia Khatun, Katie Palen, Gang Xin, Li Wang, Chuanjia Yang, Bryon D. Johnson, Charles R. Myers, Shizuko Sei, Robert H. Shoemaker, Ronald A. Lubet, Yian Wang, Weiguo Cui, Ming You

**Keywords:** Lung cancer, Tumour immunology

## Abstract

Expressed on cells of the myeloid and lymphoid lineages, V-domain Ig Suppressor of T cell Activation (VISTA) is an emerging target for cancer immunotherapy. Blocking VISTA activates both innate and adaptive immunity to eradicate tumors in mice. Using a tripeptide small molecule antagonist of VISTA CA170, we found that it exhibited potent anticancer efficacy on carcinogen-induced mouse lung tumorigenesis. Remarkably, lung tumor development was almost completely suppressed when CA170 was combined with an MHCII-directed KRAS peptide vaccine. Flow cytometry and single-cell RNA sequencing (scRNA-seq) revealed that CA170 increased CD8^+^ T cell infiltration and enhanced their effector functions by decreasing the tumor infiltration of myeloid-derived suppressor cells (MDSCs) and Regulatory T (Treg) cells, while the Kras vaccine primarily induced expansion of CD4^+^ effector T cells. VISTA antagonism by CA170 revealed strong efficacy against lung tumorigenesis with broad immunoregulatory functions that influence effector, memory and regulatory T cells, and drives an adaptive T cell tumor-specific immune response that enhances the efficacy of the KRAS vaccine.

## Abstract (web summary)

Pan, Chen, Zhang et al. investigated the anti-cancer efficacy of CA170, a small molecule agonist of VISTA, on mouse lung tumorigenesis. When combined with a MHCII-directed KRAS peptide vaccine, the authors reported that CA170 suppressed lung tumor development by increasing CD8^+^ T cell and decreasing MDSC and Treg infiltration, while the Kras vaccine induced CD4^+^ effector T cell expansion

## Introduction

Immune checkpoints limit the strength and duration of immune responses and are important to maintain balance between tolerance and autoimmunity. During T cell activation, inhibitory receptors such as cytotoxic T-lymphocyte-associated protein 4 (CTLA-4), Programmed cell death protein 1 (PD-1), Lymphocyte-activation gene 3 (Lag-3), T cell immunoglobulin and mucin domain-containing protein 3 (Tim-3), T cell immunoreceptor with Ig and ITIM domains (TIGIT) and V-domain Ig suppressor of T cell activation (VISTA) are induced to limit overstimulation of the immune system after antigen exposure^1^. The ligands for these inhibitory receptors are upregulated in many types of cancer cells, antigen-presenting cells (APCs), and other immune cells, and the binding of these ligands to their receptors usually results in reduced T cell proliferation and activation. These immune checkpoints are functionally nonredundant since they act at different locations and times and on different immune cell types during immune responses^2,3^.

VISTA is an immunotherapy target for both innate and adaptive immunity and has limited homology to other B7 family members. VISTA is most highly expressed on myeloid and granulocytic cells^4^. VISTA controls T cell activation through nonredundant functions distinct from the PD-1/PD-L1 pathway, and the combination of anti-VISTA and anti-PD-L1 synergize to promote anti-tumor immunity in the CT26 mouse colon tumor model^5^. The synthetic peptidomimetic CA170 is composed of L-serine, D-asparagine and L-threonine connected via diacylhydrazine and urea linker moieties^6^. It was designed to disrupt VISTA checkpoint signaling. A recent study using in vitro binding assays showed that there is no direct binding between CA170 and PD-L1, indicating that CA170 acts mainly via blocking VISTA immune checkpoint pathway^6^. Based on preclinical and clinical data (https://www.curis.com/pipeline/ca-170/), CA170 has excellent oral bioavailability, a relatively short half-life, and it can dose-dependently enhance the proliferation of T lymphocytes due to its ability to inhibit VISTA. In syngeneic murine tumor models, the antitumor effects of CA170 were similar to VISTA-blocking antibody. CA170 was well tolerated in phase I clinical trials and is undergoing phase II clinical trials for lung cancer, head and neck/oral cavity cancer, MSI-H positive cancers, and Hodgkin lymphoma (CTRI/2017/12/011026, ctri.nic.in)^7^.

Immune checkpoints are antigen-independent secondary signals that modify the first signal provided by the interaction between peptide-MHC complexes and T-cell receptors (TCR), which confers specificity to the response^4^. Therefore, a combination of antigen-specific immunotherapy, such as peptide vaccination and immune checkpoint blockade should enhance both primary and secondary signaling events to increase antigen-specific T cell activation. We recently developed a multi-peptide KRAS vaccine (KVax) that contains several long peptides with high affinity and binds to multiple MHC class II alleles;^8^ KVax is thus designed to promote KRAS-specific CD4^+^ T cell activation and infiltration to the tumor microenvironment which may facilitate tumor rejection^8^. KVax targets both the wild-type and G12D mutant forms of KRAS that are conserved between humans and mice. When KVax was administered in the inducible CCSP-KRAS murine lung cancer model before induction of mutant KRAS, a striking anti-tumor efficacy was observed^8^.

The current study is the first to explore the efficacy of CA170, a small molecule antagonist of VISTA, for its anti-tumor effects in a carcinogen-induced murine primary lung tumor model. The effects of CA170 on immunity in the tumor microenvironment were also investigated using single-cell RNA-sequencing (scRNA-seq).

## Results

### CA170 treatment inhibits lung tumorigenesis in a primary mouse lung tumor model

We tested whether a combination of KRAS vaccine plus CA170 could synergize to prevent lung tumorigenesis in the VC-induced primary lung tumor model. Six-week-old A/J mice were given a single i.p. injection of VC, and CA170 treatment was started one week after VC induction. The Kras peptide vaccine with STING agonist and AddaVax adjuvant was started two weeks after VC injection, followed by periodic boost vaccinations at the intervals specified in the Methods (Fig. 1A). Mice treated with either CA170 or KVax alone significantly decreased tumor multiplicity and tumor load (Fig. 1B). CA170 treatment decreased tumor load by 63% relative to the adjuvant control group (3.9 mm^3^ vs. 10.6 mm^3^, respectively); tumor load was also markedly lower in the KVax group (4.6 mm^3^) relative to adjuvant control (Fig. 1B, right panel). Tumor load was further decreased by the KVax plus CA170 combination (2.2 mm^3^), which represents ~80% inhibition relative to the adjuvant control and was significantly smaller than either single treatment alone groups.

**Fig. 1:**
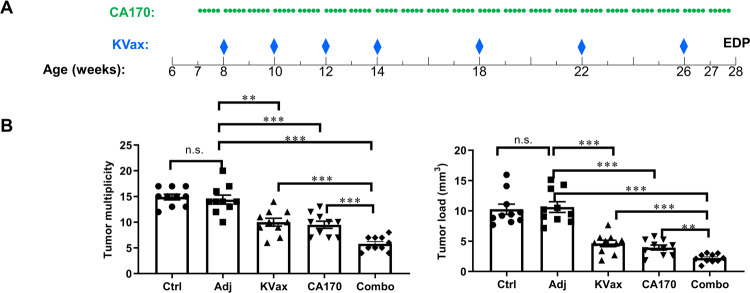
The combination of CA170 and KVax shows enhanced anti-tumor efficacy in VC-induced lung tumorigenesis. **A** Experimental design outlining the timing of KVax vaccine treatment, CA170 administration, and experimental endpoint (EDP). **B** Tumor multiplicity and tumor load quantitation at the experimental endpoint. Data are shown as the mean ± SE, *n* = 10, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs Ctrl.

### CA170 increased effector memory function of T cells and reduced G-MDSCs and Tregs in lung tumors

We determined if the strong inhibition of tumor growth benefit observed in CA170/KVax-treated mice reflected activation of tumor-specific immune responses. CA170 significantly increased tumor-infiltrating CD8^+^ T cells (Fig. 2A, upper and lower left panel) with the phenotype that resembles effector-memory CD8^+^ T cells (Fig. 2B, upper panels). KVax and KVax plus CA170 (Combo) treatments increased tumor-infiltrating CD4^+^ T cells compared to adjuvant controls (Fig. 2A, upper and lower right panels), whereas no difference was observed in the CA170 alone treatment group. In the meantime, frequencies of CD44^hi^ CD62L^low^ effector-memory CD4^+^T cells were enhanced in the lung tumors of KVax and Combo-treated mice (Fig. 2B, lower panels). To further evaluate the contributions of CD8^+^ T cells in CA170 mediated tumor inhibition, we tested CA170 in LKR13 lung metastasis syngeneic model upon CD8 depletion. In control animals, where CD8+ T cells are present, CA170 treatment significantly inhibited the metastasis of lung cancer, this inhibitory effect was decreased by CD8 depletion (Fig. 2C), as evidenced by the increase in the tumor burden in lung (Fig. 2C). These results suggest that CA170 promotes the recruitment and expansion of CD8 T cells inside tumors, whereas the KVax vaccine is largely responsible for the expansion of CD4 T cells within tumors.

**Fig. 2:**
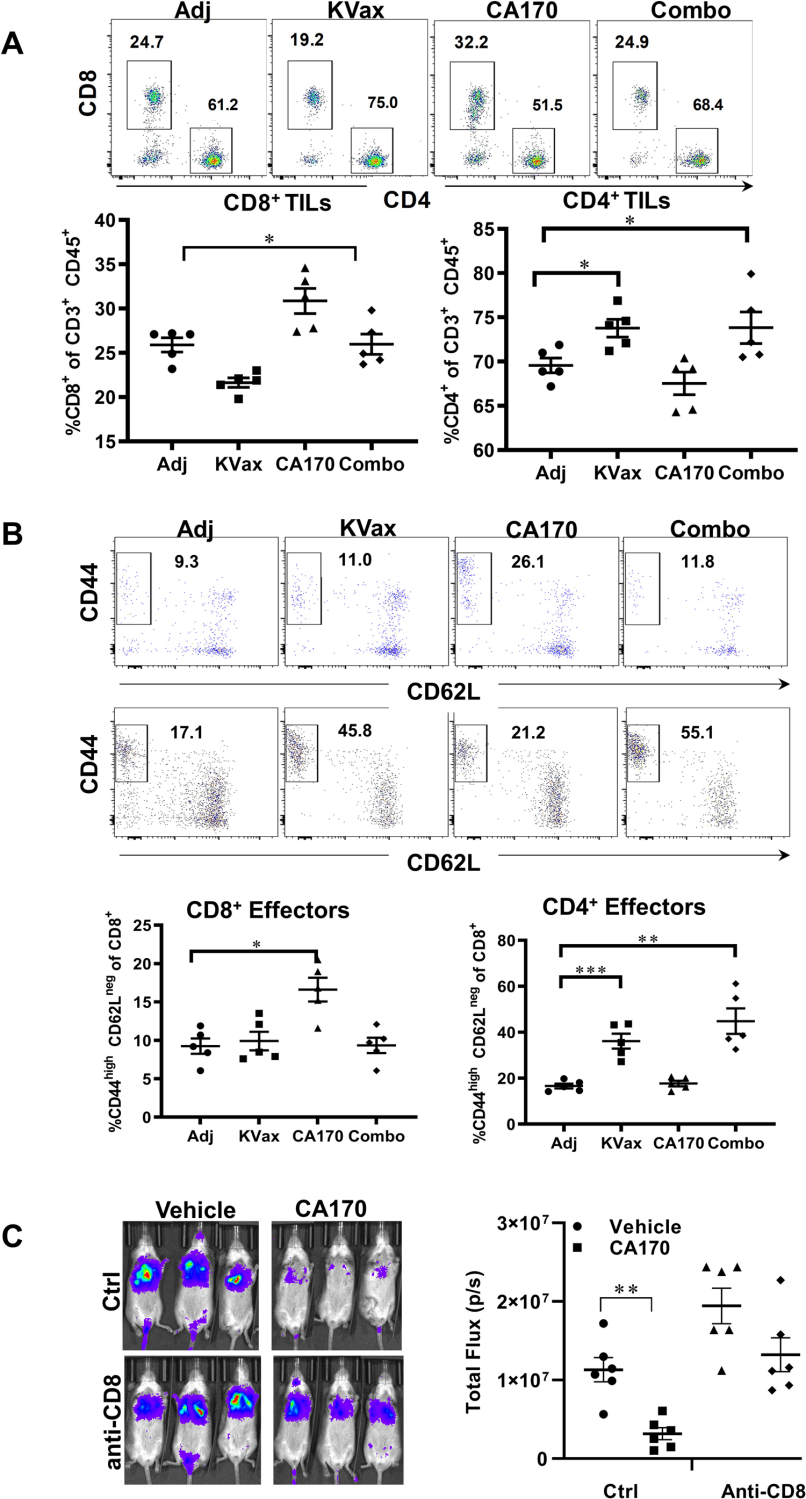
CA170 treatment promotes increased frequencies of tumor-infiltrating and effector memory CD8^+^ T cells. Lung tumors were processed into single cells at the endpoint of the experiment and flow cytometric analysis was conducted on the tumor-infiltrating leukocytes isolated from each treatment group. **A** Representative (upper panel) and overall percentage of CD8^+^ (lower left panel) and CD4^+^ T cells (lower right panel) in TME. **B** Representative flow cytometry histograms (left panels) and combined results for staining of cells with CD44 and CD62L to assess effector cells from CD8^+^ (upper panels) or CD4^+^ T cells (lower panels). Data are shown as the mean ± SE, *n* = 5, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs Ctrl. **C** CA170 treatment depends on CD8^+^ T cells for the inhibition of lung tumor metastasis. Left panels: representative bioluminescence live imaging of lung tumor growth in Ctrl or CD8-depleting mice treated with vehicle or CA170. Right panel: quantitative data for bioluminescence imaging of the lung tumor growth of LKR13-Luc cells. Data are shown as the mean ± SE, *n* = 6, *P ≤ 0.05, **P ≤ 0.01 vs Vehicle.

Further, treatment with CA170 resulted in a significant reduction in percentages of G-MDSCs (Fig. 3). A reduction of Foxp3^+^ regulatory T cells (Tregs) within tumors was also seen in both KRAS vaccinated mice and CA170-treated mice; those treated with the combination of KRAS vaccine and CA170 had the most significant reduction of Tregs (Fig. 3). Consistent with increased tumor-infiltrating lymphocytes (TILs) in tumors, CA170 plus KVax treatment also increased the expression of IFN-γ, TNFα, and granzyme B in tumor-infiltrating CD4^+^ (Figs. 4A and C) and CD8^+^ (Figs. 4B and D) T cells in tumors. These data suggest that CA170 administration results in enhanced systemic anti-tumor immune responses in conjunction with the KRAS vaccine.

**Fig. 3:**
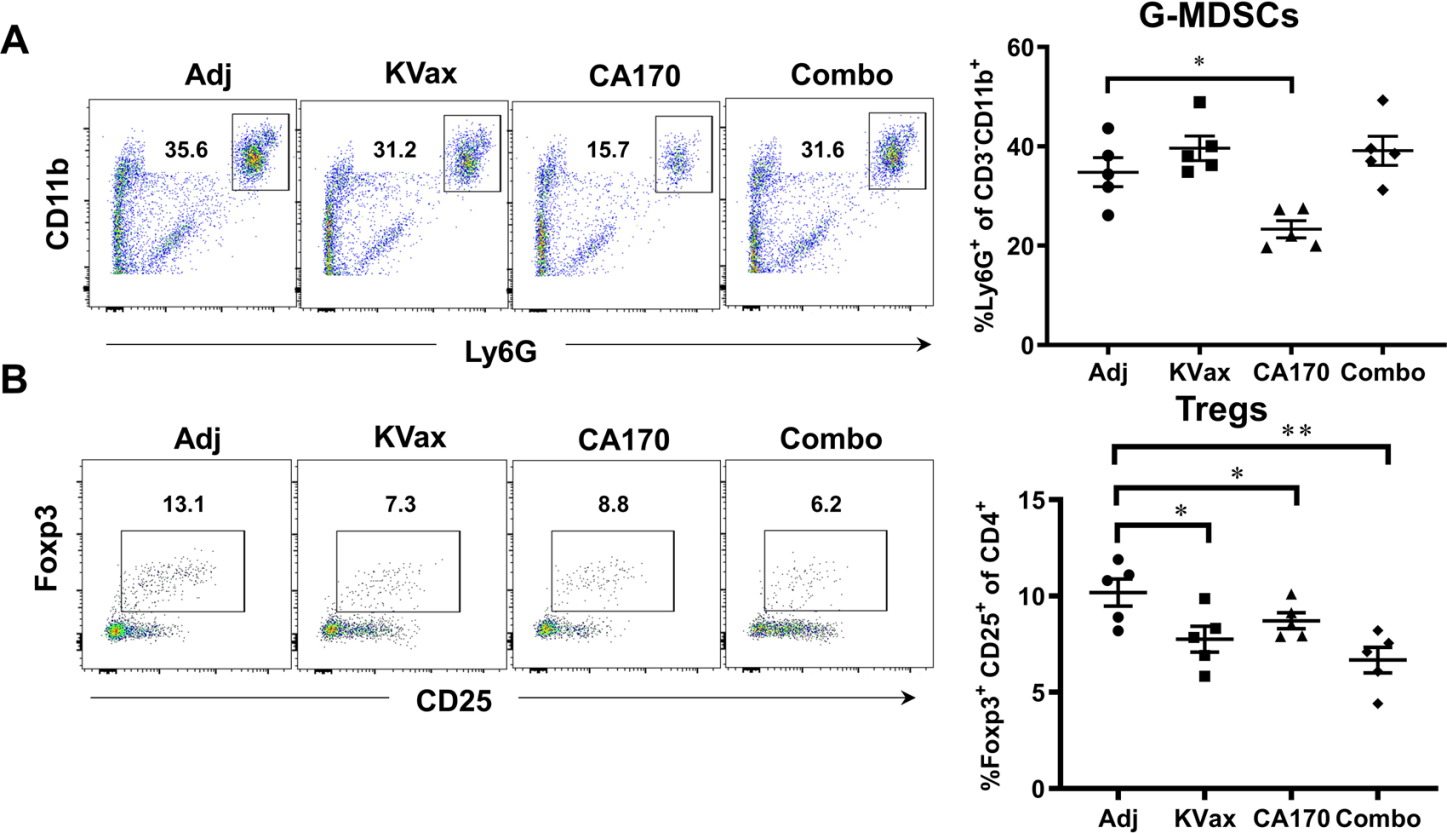
CA170 decreases tumor-infiltrating Tregs and G-MDSCs. Lung tumors were processed into single cells, and the percent of G-MDSCs (**A**) and foxp3^+^CD25^+^ Tregs (**B**) were determined by flow cytometry. Data are shown as the mean ± SE, *n* = 5, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs Ctrl.

**Fig. 4:**
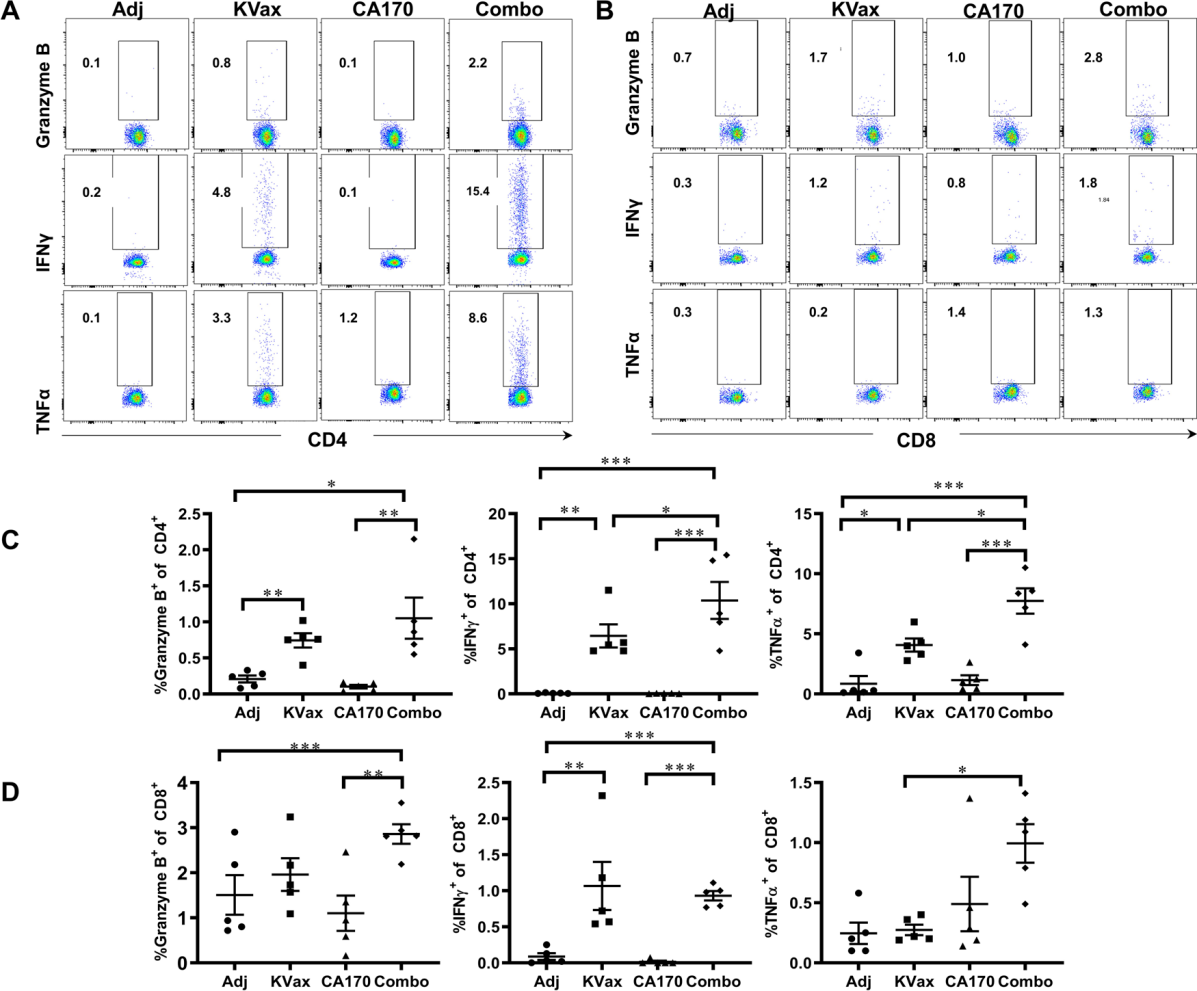
CA170 treatment enhances intracellular cytokine levels induced by Kvax in CD4^+^ and CD8^+^ T cells from lung tumors. Lung tumors were processed into single cells at the endpoint of the experiment and flow cytometric analysis was conducted after stimulation with Kras peptide in the presence of monesin and brefeldin A. **A**, **B** Flow cytometric dot plots and **C**, **D** corresponding graphs depicting the amounts of cytokines granzyme B, IFNγ and TNFα measured by intracellular cytokine staining. Data are shown as the mean ± SE, *n* = 5, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs Ctrl.

### Analysis of immune cell landscape in tumor tissues of experimental animals

To uncover differential compositions of infiltrating immune cells in lung tumors from all five treatment groups, scRNA-seq was performed. 

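Lung tumors were induced in female A/J mice with the carcinogen vinyl carbamate (VC) at 16 mg/kg. Control mice received PBS, and Adjuvant mice received 10 µg of the STING agonist c-di-AMP with 50 µL of the emulsion AddaVax. CA170 mice received CA170 by oral gavage at 10 mg/kg, 5 times per week, starting 1 week after VC. KVax mice received the vaccine with the same adjuvants, starting 2 weeks after VC, and Combo mice received both treatments. Tumors were pooled from the mice of a group, and flow-sorted CD45+ TILs were captured with the 10x Chromium system in 2 libraries per treatment. The paper's text does not name whether the 2 libraries of a treatment hold separate pools of mice, and its reporting summary states that the single-cell sequencing was not repeated. The tests here measure the spread between libraries, which may not be that between mice. The authors aligned the reads to the mouse genome mm10 and counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger, and the counts carry no normalization. The 10 CD45+ libraries hold 79649 barcodes and between 16509314 and 42514580 UMIs each. Cells with 200 to 2500 genes and at most 5% mitochondrial UMIs were kept, which left 2327 to 7884 cells per library. The median number of UMIs per kept cell was 1706 and 1792 in the Adjuvant libraries and 1817 and 1716 in the CA170 libraries, and between 2446 and 3521 in the other 6 libraries. Counts were log-normalized, 20 principal components were corrected for differences between libraries with the Harmony algorithm, and cells were clustered on a graph of nearest neighbours with the Leiden algorithm. The number of cells of each type per library was compared between treatments with edgeR's quasi-likelihood test, with the library as the replicate, all kept cells of the library as its size, and Benjamini-Hochberg adjustment over the 13 cell types.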

A total of 80,000 CD45^+^ TILs in replicate samples from each treatment were analyzed. 

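After the filters, 39369 of the CD45+ barcodes remained, a median of 3461.5 cells per library. The mitochondrial limit removed between 17.9% and 61.1% of the barcodes of a library, and the limit of 2500 genes removed between 6.92% and 16.4%. With a mitochondrial limit of 10%, 68587 cells remained.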

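The resolution of the clustering was set to 0.6, the value that gave the number of clusters stated in the paper for the CD45+ cells, so the number of clusters was not an outcome of the data. Of these clusters, 5 held T cells, 3 neutrophils, 2 monocytes, and 1 each B cells, NK cells, alveolar macrophages, plasma cells, cycling cells and non-immune cells. The other 6 clusters, with 2019 cells, met the rule for no cell type. Clusters were named from lists of marker genes, so the level of a marker in the cluster it names is not independent of the name.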

When the cells were grouped based on 20 principle components, they were categorized into 22 different clusters (Supplementary Fig. 1A, B), and the clusters were defined as different types of immune cells (Fig. 5A and B). Based on the expression of CD4 and CD8 genes, clusters 1 and 2 were defined as CD4^+^ T cell subsets, and cluster 11 was defined as a CD8^+^ T cell subset (Fig. 5C). 

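The 16437 cells of the T cell clusters were clustered again together with 37306 T cells of a CD3+ sort to separate CD4+, CD8+ and Treg cells. Levels are given as CPM, the UMIs of a gene scaled to a common total of UMIs, over the cells of a type in each library. The level of Cd4 (chromosome 6 of GRCm38, 124864692 to 124888221) was 214 ± 49.6 CPM (SD, n = 10 libraries) in CD4+ T cells, 202 ± 30.8 CPM (SD, n = 10) in Treg cells and 24.6 CPM in CD8+ T cells. The level of Cd8a (chromosome 6, 71373427 to 71379173) was 445 ± 91.3 CPM (SD, n = 10) in CD8+ T cells and 48.6 CPM in CD4+ T cells. Both differences were larger than the spread between libraries.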

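The cycling cluster held 226 cells, and Birc5, Mki67 and Stmn1 were among its 10 leading genes. Its mean share of the CD45+ cells was 0.344% in Control and 1.09% in Adjuvant. No phase was assigned to single cells.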

Cell cycle gene expression was scored across all clusters, with cluster 15 exhibiting higher expression (Fig. S1C). Clusters 0 and 14 showed higher B cell-specific gene expression (Fig. S1D) and were thus denoted as B cell subsets. 

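Cd79a (chromosome 7 of GRCm38, 24897381 to 24902197) had 3187 ± 269 CPM (SD, n = 10 libraries) in B cells and 1853 CPM in plasma cells, and Cd79b (chromosome 11, 106311341 to 106314762) had 1888 ± 345 CPM (SD, n = 10) in B cells. The B cell cluster held 6611 cells and the plasma cell cluster 421 cells.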

Based on the expression levels of myeloid-specific genes including *Itgam, Itgax, Fcgr3,* and *Ly6c2* (Fig. 5C, S1E), clusters5, 7, and 13 were defined as dendritic cells; clusters 8, 9, and 12 as macrophages; and cluster 3 as neutrophils. 

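Itgam had 406 ± 32.1 CPM (SD, n = 10 libraries) in neutrophils, 336 ± 50.9 CPM (SD, n = 10) in monocytes and 139 CPM in NK cells. Itgax was highest in alveolar macrophages among the named types, at 341 ± 143 CPM (SD, n = 10), against 93.1 CPM in neutrophils. Fcgr3 had 815 ± 115 CPM (SD, n = 10) in neutrophils, 519 CPM in monocytes and 513 CPM in alveolar macrophages. Ly6c2 was not limited to myeloid cells, with 2469 ± 793 CPM (SD, n = 10) in plasma cells, 733 ± 290 CPM (SD, n = 10) in monocytes and 645 CPM in NK cells. Csf1r had 478 ± 112 CPM (SD, n = 10) in monocytes. The neutrophil clusters held 6534 cells, the monocyte clusters 2295 and the alveolar macrophage cluster 2236. With the main settings no cluster met the rule for dendritic cells. A cluster of conventional dendritic cells was named with a mitochondrial limit of 10% (440 cells), with no integration (355 cells), with genes matched by symbol and no integration (287 cells) and with the higher resolution (289 cells), and 1 of plasmacytoid dendritic cells with the 10% limit (203 cells).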

Clusters 6 and 10 demonstrated NK cell and Treg cell gene expression, respectively (Fig. 5C). 

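Ncr1 (chromosome 7 of GRCm38, 4337724 to 4345164) had 1853 ± 523 CPM (SD, n = 10 libraries) in the 2486 NK cells. Foxp3 (chromosome X, 7573644 to 7595245) had 337 ± 52.0 CPM (SD, n = 10) in the Treg cells and 3.05 CPM in the other CD4+ T cells.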

The percentage distribution of these different types of immune cells was calculated across the five different treatment groups. 

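Against Control, the share of alveolar macrophages rose from 3.93% ± 0.621 (SD, n = 2 libraries) to 11.9% ± 0.699 (SD, n = 2) in Adjuvant, a log2 difference of 1.60 (adjusted p = 0.0067 from edgeR's quasi-likelihood test). Neutrophils fell from 20.6% ± 2.04 (SD, n = 2) to 9.94% ± 3.11 (SD, n = 2), a log2 difference of -1.05 (adjusted p = 0.0332 from edgeR's test). The mitochondrial limit of 10% moved the alveolar macrophages most, to 2.25 (adjusted p = 0.0060). The limit of 5% removed 55.7% and 61.1% of the barcodes in Adjuvant and 57.7% and 56.9% in CA170, against 42.2% and 49.8% in Control. Both groups also had fewer UMIs per kept cell than Control. Depth thus follows these treatments and cannot be told apart from them. Without Control replicate 1 (-0.94, adjusted p = 0.175) or Adjuvant replicate 2 (-0.76, adjusted p = 0.169) the fall of neutrophils was no longer past the threshold of 0.05. Cycling cells, with a log2 difference of 1.65 (adjusted p = 0.0332), and cells of the unnamed clusters, with 1.01 (adjusted p = 0.0332), were also higher in Adjuvant. The unnamed clusters are a mixture. In those of 596, 367 and 197 cells, Cd3e was held by 56.7%, 52.0% and 59.9% of cells. The cluster of 596 cells also had Cd79a in 96.3%, and that of 367 cells S100a8 in 85.8%. The rises of cycling cells and of the unnamed clusters were no longer past the threshold in 3 and 5 of 10 fits that left out 1 library. Among them was the fit without Control replicate 1, with 1.42 for cycling cells and 0.73 for the unnamed clusters. No cluster was named cycling at 6000 genes, at the 10% limit, with doublets removed, with no integration, at the lower resolution or by symbol. In CA170, the alveolar macrophages were at 7.29% ± 0.564 (SD, n = 2) and the neutrophils at 15.1% ± 2.17 (SD, n = 2), and the log2 differences of 0.89 and -0.45 had adjusted p of 0.0723 and 0.298 from edgeR's test. T cells that were neither CD4+, CD8+ nor Treg by the marker rule rose in both groups, by 0.89 (adjusted p = 0.0431) in Adjuvant and by 1.59 (adjusted p = 0.0068) in CA170. The rise in Adjuvant turned to -0.02 (adjusted p = 0.849) at a limit of 6000 genes and to -0.04 (adjusted p = 0.865) at the lower resolution, and it was no longer past the threshold in 7 of 10 fits that left out 1 library. In both sorts the class held 6660 cells with the main settings, 11212 at 6000 genes and 11902 at the lower resolution. The values at those settings therefore cover a different set of cells and do not test the rise of the same cells. The rise in CA170 was 1.27 (adjusted p = 0.0853) without Control replicate 1. For CD4+ T cells, the log2 differences were -0.42 (adjusted p = 0.170) in Adjuvant and -0.16 (adjusted p = 0.688) in CA170, and for B cells 0.06 (adjusted p = 0.910) and -0.07 (adjusted p = 0.853).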

No significant changes were seen in percentages of different immune cell types for the adjuvant and CA170 treatments (Fig. 5D). However, as compared to control, both the KVax and combined CA170/KVax groups displayed an increased frequency of CD4 T cells and a decreased frequency of B cells (Fig. 5D).

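CD4+ T cells other than Treg made up 17.3% ± 1.69 (SD, n = 2 libraries) of the CD45+ cells in Control, 12.9% ± 2.58 in Adjuvant, 15.5% ± 1.74 in CA170, 29.4% ± 2.35 in KVax and 28.8% ± 4.44 in Combo, with 2 libraries in each group. The log2 difference from Control was 0.76 in KVax (adjusted p = 0.0503 from edgeR's quasi-likelihood test) and 0.73 in Combo (adjusted p = 0.0475). The 2 libraries of KVax and of Combo were above both Control libraries. Against Adjuvant, the alternative that moved these differences most, they were 1.19 (adjusted p = 0.0079) in KVax and 1.16 (adjusted p = 0.0065) in Combo. B cells made up 21.9% ± 1.44 in Control, 16.8% ± 3.02 in KVax and 10.4% ± 5.41 in Combo. Their log2 difference was -0.38 in KVax (adjusted p = 0.446) and -1.08 in Combo (adjusted p = 0.0475). With each library left out in turn, the Combo difference stayed past the threshold in 1 of 10 cases for CD4+ T cells and in 1 of 10 for B cells, and without Combo replicate 2 the B cell difference was -0.62 (adjusted p = 0.113). The mitochondrial limit of 5% removed 42.2% and 49.8% of the barcodes in Control and 36.4% and 17.9% in Combo. With a limit of 10% there were 22648 B cells in place of 6611, and the log2 difference in Combo was -1.04 (adjusted p = 0.219). NK cells fell from 11.0% ± 1.05 to 2.89% ± 0.763 in KVax, a log2 difference of -1.93 (adjusted p = 0.0011), and to 5.64% ± 2.09 in Combo, a log2 difference of -0.98 (adjusted p = 0.0475). With each library left out in turn, the NK cell difference in Combo ran from -1.41 to -0.63 and stayed past the threshold in 1 of 10 cases. T cells that were neither CD4+, CD8+ nor Treg by the marker rule rose by 1.94 (adjusted p = 0.0011) in KVax, past the threshold in all 10 such cases, and by 1.69 (adjusted p = 0.0041) in Combo, where without Control replicate 1 it was 1.37 (adjusted p = 0.0551). At a limit of 6000 genes these rises were 0.63 (adjusted p = 0.0052) and 0.66 (adjusted p = 0.0082). There the class held 11212 cells of both sorts in place of 6660, so the smaller rises are those of a different set of cells. From these frequencies, the paper states that CD4 T cells increased and B cells decreased in both vaccine groups.

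**Figure D1:**
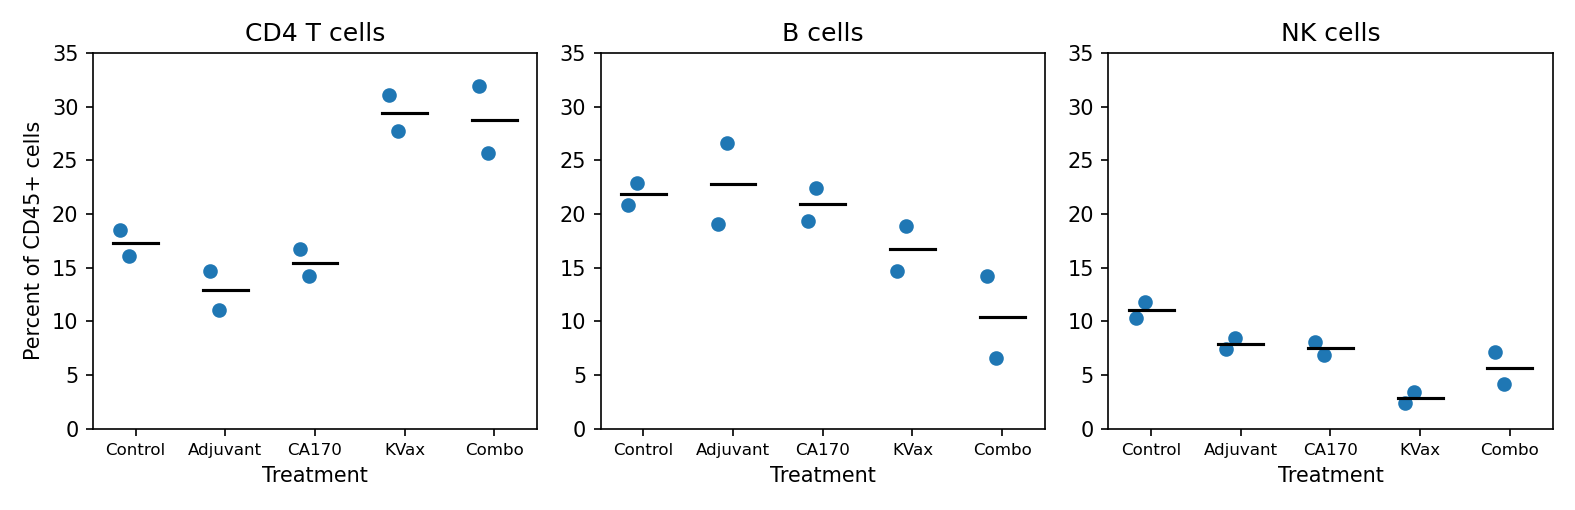
Percent of CD45+ cells that were CD4+ T cells, B cells and NK cells (y axis, linear, from 0) by treatment (x axis). Each point is a library and each line the mean of 2 libraries. CD4+ T cells lie at 16.1% and 18.5% in Control and at 27.7% and 31.0% in KVax.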

**Fig. 5:**
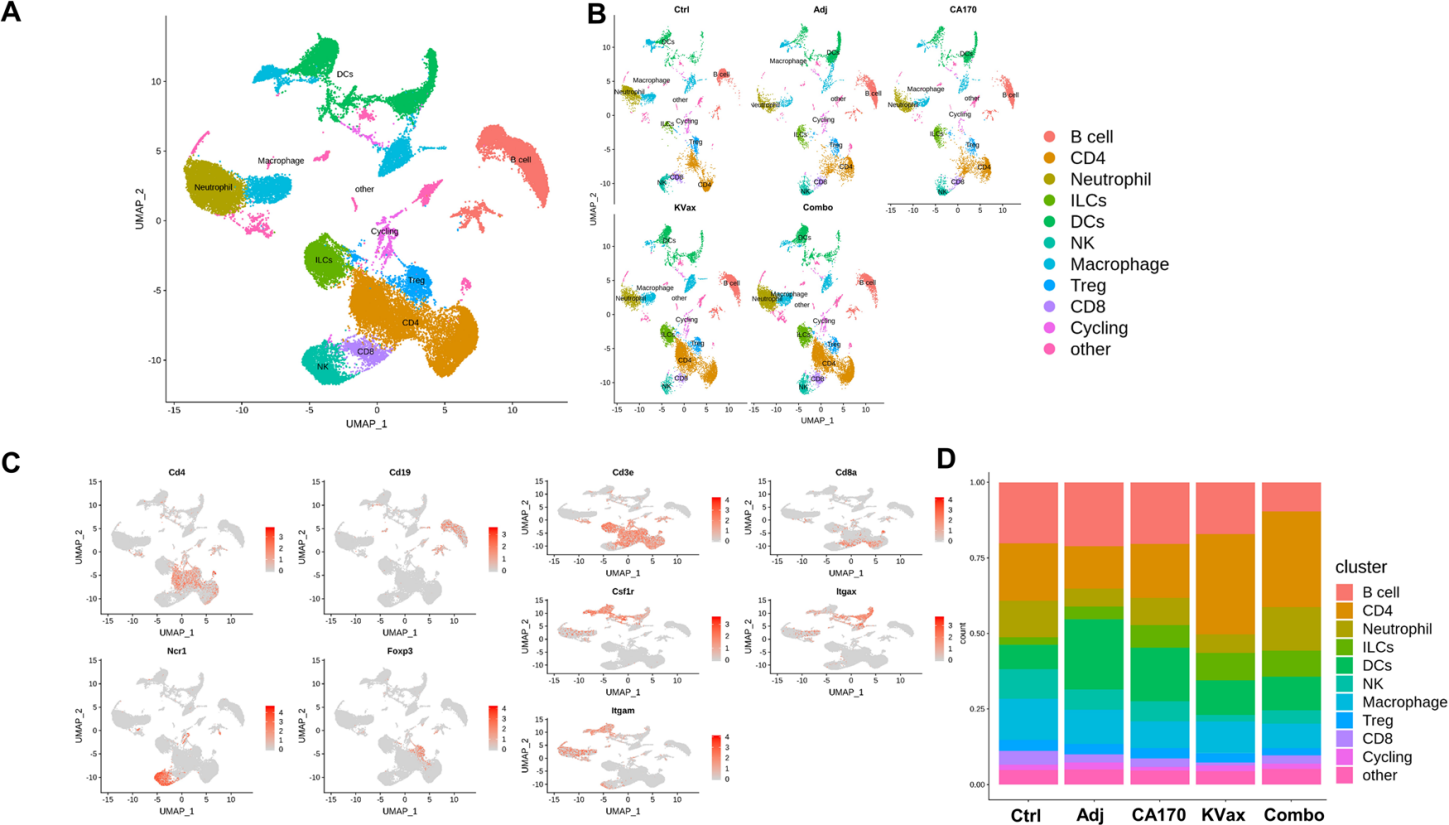
Immune cell heterogeneity for the various lung cancer treatments in mice. Heterogeneity of total CD45^+^ TILs from lung tumors all together (**A**) and separately under five different treatment conditions (Control, Adjuvant, CA170, KVAX vaccine and the combination of CA170 peptide plus KVAX vaccine) (**B**) in lung cancer shown by UMAP. **C** Feature plot shows representative genes for the different types of immune cells: CD4^+^, CD8^+^, B cells (Cd19), NK cells (Ncr1), Tregs (Foxp3), and Myeloid cell-specific genes (Cd3e, Itgam, Itgax, Csf1r) across all clusters for the five treatment conditions. **D** The bar plot shows the percentage of different immune cells under five different treatment conditions individually.

### KVax synergizes with CA170 treatment to increase antitumor effector CD4^+^ T cell responses and to decrease Treg-mediated immunosuppression in the tumor

To better understand cellular heterogeneity of the CD4^+^ T cell subsets present in tumor tissue, scRNA-seq was performed on replicates of total lymphoid cells from tumors for each treatment group. 

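CD3+ TILs were flow-sorted from the pooled tumors and captured in 2 further libraries per treatment, 10 in all, which hold 67412 barcodes and between 15615773 and 37528109 UMIs each. The same limits on genes and mitochondrial UMIs kept 38111 cells, 2852 to 5632 per library, with median UMIs per cell between 3326 and 4270. The genes of the CD45+ and the CD3+ Control libraries are counted on 1 gene list and those of the other 8 CD3+ libraries on another, longer list, so inside the CD3+ sort the gene list and the Control group cannot be told apart. The 27514 genes in both lists were matched by Ensembl identifier. CD4+ T cells of both sorts, Treg included, gave 36314 cells, 26116 from CD3+ and 10198 from CD45+ libraries, with 403 to 4050 cells per library. Each treatment has 4 libraries, 2 per sort. They may share a pool of tumors, so the spread between them may not be that between mice. Cells of each subset were counted per library and tested with edgeR with the sort as a covariate. The size of a library in this test was all its kept cells, so a log2 difference compares cells of the subset per kept cell of the library, while percentages are of the CD4+ T cells. Ratios of subsets were compared as log2 values with an exact two-sided permutation test over the 70 splits of 4 against 4 libraries, whose smallest p is 0.0286.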

For the analysis, these data were combined with the filtered CD4^+^ T cell data from the total immune cell sequencing in Fig. 5. Thus, a total of four CD4^+^ T cell datasets were analyzed together for each of the five treatment groups. 

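The pooled CD4+ T cells were clustered on 20 principal components with the Harmony algorithm in place of canonical correlation analysis. At a resolution of 0.3 they formed 7 clusters. Of these, 2 were named effector-like (12688 cells), 1 effector-memory-like (3403 cells), 1 naïve-like (14610 cells) and 1 Treg-like (4790 cells). The other two, with 606 and 217 cells, met no subset's rule.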

Further analysis was performed on this combined dataset (~10,000 cells) using Canonical correlation analysis (CCA) and was based on 20 principle components from the 4 different CD4^+^ T cell clusters that were identified (Fig. 6A, Supplementary Fig. 2A). Cluster definition was based on published data for naïve, effector, effector-memory CD4 T cells and Treg cell gene expression profiles (Fig. 6C, Supplementary Fig. 2B–D). 

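Ccr7 (chromosome 11 of GRCm38, 99144196 to 99155077) had 707 ± 79.8 CPM (SD, n = 20 libraries) in naïve-like cells, 277 CPM in effector-memory-like, 146 CPM in Treg-like and 30.6 CPM in effector-like cells. Cxcr6 (chromosome 9, 123806475 to 123811760) had 823 ± 356 CPM (SD, n = 20) in effector-like cells, 169 CPM in Treg-like, 110 CPM in effector-memory-like and 1.98 CPM in naïve-like cells. Cxcr5 was low in all subsets, with 13.0 ± 8.72 CPM (SD, n = 20) in effector-memory-like and 2.81 CPM in effector-like cells. Foxp3 had 358 ± 51.4 CPM (SD, n = 20) in Treg-like cells and between 2.06 and 5.14 CPM in the other named subsets. Cd44 had 329 CPM in effector-like, 264 CPM in Treg-like, 187 CPM in effector-memory-like and 9.22 CPM in naïve-like cells. All of these genes but Cxcr5 were among those that named the subsets.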

At the same time, Single R analysis was performed to confirm the cellular subset characterization based on published datasets of specific cell subsets. The percentage differential distribution of the CD4^+^ T cell subsets was calculated across the five treatment groups (Fig. 6D). 

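Naïve-like cells were 47.8% ± 11.6 (SD, n = 4 libraries) of CD4+ T cells in Control, 41.2% ± 4.03 in Adjuvant, 48.5% ± 8.49 in CA170, 25.2% ± 7.07 in KVax and 30.1% ± 11.8 in Combo, with 4 libraries in each group. Effector-like cells were 21.9% ± 6.92, 25.3% ± 5.05, 22.1% ± 3.75, 54.2% ± 8.87 and 50.9% ± 11.9 in the same order, and effector-memory-like cells 9.77%, 9.80%, 9.13%, 7.81% and 9.56%. Naïve-like cells per kept cell fell in KVax by 0.61 on the log2 scale (adjusted p = 0.0322 from edgeR's quasi-likelihood test). The fall in Combo, by 0.37 on the log2 scale, was not past the threshold (adjusted p = 0.213). With the CD4+ T cells as the size of the library, an alternative chosen after seeing the data, the Combo difference was -0.68 (adjusted p = 0.0040 from edgeR's test). The KVax call was lost in each sort alone, with log2 differences of -0.59 (adjusted p = 0.266) in the CD45+ and -0.65 (adjusted p = 0.0772) in the CD3+ libraries, and with composition factors (TMM), with -0.39. It was also lost when 1 of 6 libraries was left out, among them CD3+ Control replicate 2 (-0.49, adjusted p = 0.103).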

A significant increase in the CD4^+^ effector cell subset (combined CD4^+^effector and CD4^+^effector-memory subsets) was observed for the KVax and combined CA170/KVax treatment groups, whereas a significant decrease in Treg subsets was found in these two groups as compared to the control group (Fig. 6E). 

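Effector-like and effector-memory-like cells together were 31.7% ± 8.03 (SD, n = 4 libraries) of CD4+ T cells in Control, 62% ± 7.36 in KVax and 60.4% ± 12.3 in Combo, with 4 libraries in each group. Their log2 differences were 1.33 in KVax (adjusted p = 3.8e-06 from edgeR's quasi-likelihood test) and 1.28 in Combo (adjusted p = 7.7e-06). For effector-like cells alone they were 1.67 (adjusted p = 1.6e-08) and 1.57 (adjusted p = 8.2e-08). Within the CD45+ libraries the latter were 1.96 and 1.76, and within the CD3+ libraries 1.33 and 1.36. With no integration of the libraries, the alternative that moved them most, they were 5.91 and 5.79. With genes matched by symbol and no integration they reversed to -2.17 (adjusted p = 0.203) and -2.49 (adjusted p = 0.158). Treg-like cells were 17.7% ± 3.67 (SD, n = 4) of CD4+ T cells in Control, 10.6% ± 2.49 in KVax and 7.57% ± 1.86 in Combo. Their log2 difference was -0.41 in KVax (adjusted p = 0.163 from edgeR's test) and -0.91 in Combo (adjusted p = 0.0013). Against CA170, Combo had a log2 difference of -0.79 (adjusted p = 0.0060). Within the CD45+ libraries the differences from Control were -0.10 in KVax and -0.48 in Combo, and within the CD3+ libraries -0.70 and -1.33. The Combo difference in the CD45+ libraries alone had an adjusted p of 0.0685. With cells gated by single genes the KVax difference was -0.61 (adjusted p = 0.0244). With the CD4+ T cells as the size of the library, an alternative chosen after seeing the data, it was -0.75 (adjusted p = 0.0022). This alternative measures the share of CD4+ T cells, as the paper's percentages do.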

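The ratio of effector-like to Treg-like CD4+ T cells was 1.25 ± 0.348 (SD, n = 4 libraries) in Control, 5.38 ± 1.63 in KVax and 7.08 ± 2.43 in Combo, with 4 libraries in each group. The mean log2 ratio differed from Control by 2.10 in KVax and by 2.47 in Combo, each with p = 0.0286 (exact permutation test). Combo differed from CA170 by 2.38 (p = 0.0286, exact permutation test). All 4 libraries of KVax and of Combo were above all 4 Control libraries. Within the CD45+ libraries the differences from Control were 2.09 and 2.22, and within the CD3+ libraries 2.10 and 2.72. With labels exchanged only within a sort, the exact test cannot give a p under 0.0556, which these differences reached. With each library left out in turn they stayed between 1.96 and 2.71. With no integration, which moved them most, they were 6.32 and 6.71. With genes matched by symbol and no integration they were 0.97 (p = 0.686) and 1.12 (p = 0.657) in exact permutation tests. With effector-memory-like cells counted as effector cells, the ratios were 1.80 ± 0.318 in Control, 6.15 ± 1.73 in KVax and 8.40 ± 2.76 in Combo.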

Besides, a significant increase in effector/Treg cell ratio was observed in the KVax and combined CA170/KVax treatment groups compared to the control. However, no such changes were noted in the adjuvant and CA170 treatment groups (Fig. 6F). Together, these observations suggest that KVax synergizes with CA170 treatment to increase antitumor effector CD4^+^ T cells response and to decrease Treg-mediated immunosuppression in the tumor.

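In Adjuvant the ratio was 1.33 ± 0.434 (SD, n = 4 libraries) and in CA170 1.30 ± 0.172 (SD, n = 4). The mean log2 ratio differed from Control by 0.06 (p = 0.914) and 0.09 (p = 0.629) in exact permutation tests. With no integration of the libraries, the difference in CA170 was 1.5 (p = 0.0286, exact permutation test).

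**Figure D2:**
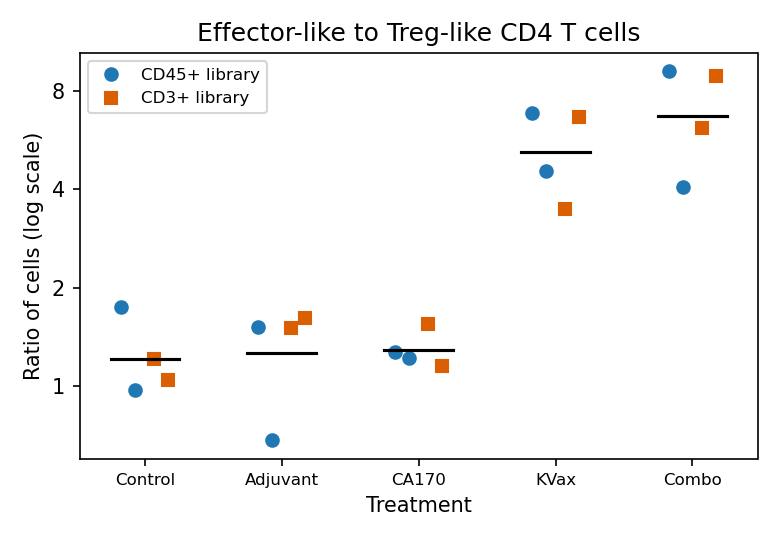
Ratio of effector-like to Treg-like CD4+ T cells (y axis, log scale) by treatment (x axis). Circles are CD45+ libraries, squares CD3+ libraries and lines geometric means of 4 libraries, which lie at 1.21 in Control, 1.26 in Adjuvant, 1.29 in CA170, 5.19 in KVax and 6.73 in Combo.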

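The ratio of effector-like to Treg-like cells ranged from 3.49 to 6.83 in the KVax libraries and from 4.06 to 9.17 in the Combo libraries, and the ranges overlapped. Combo and KVax were not compared by a test. From the increased effector subset, the decreased Treg subset and their ratio, the paper proposes that KVax synergizes with CA170 to increase effector CD4+ T cells and to decrease Treg-mediated immunosuppression in the tumor.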

**Fig. 6:**
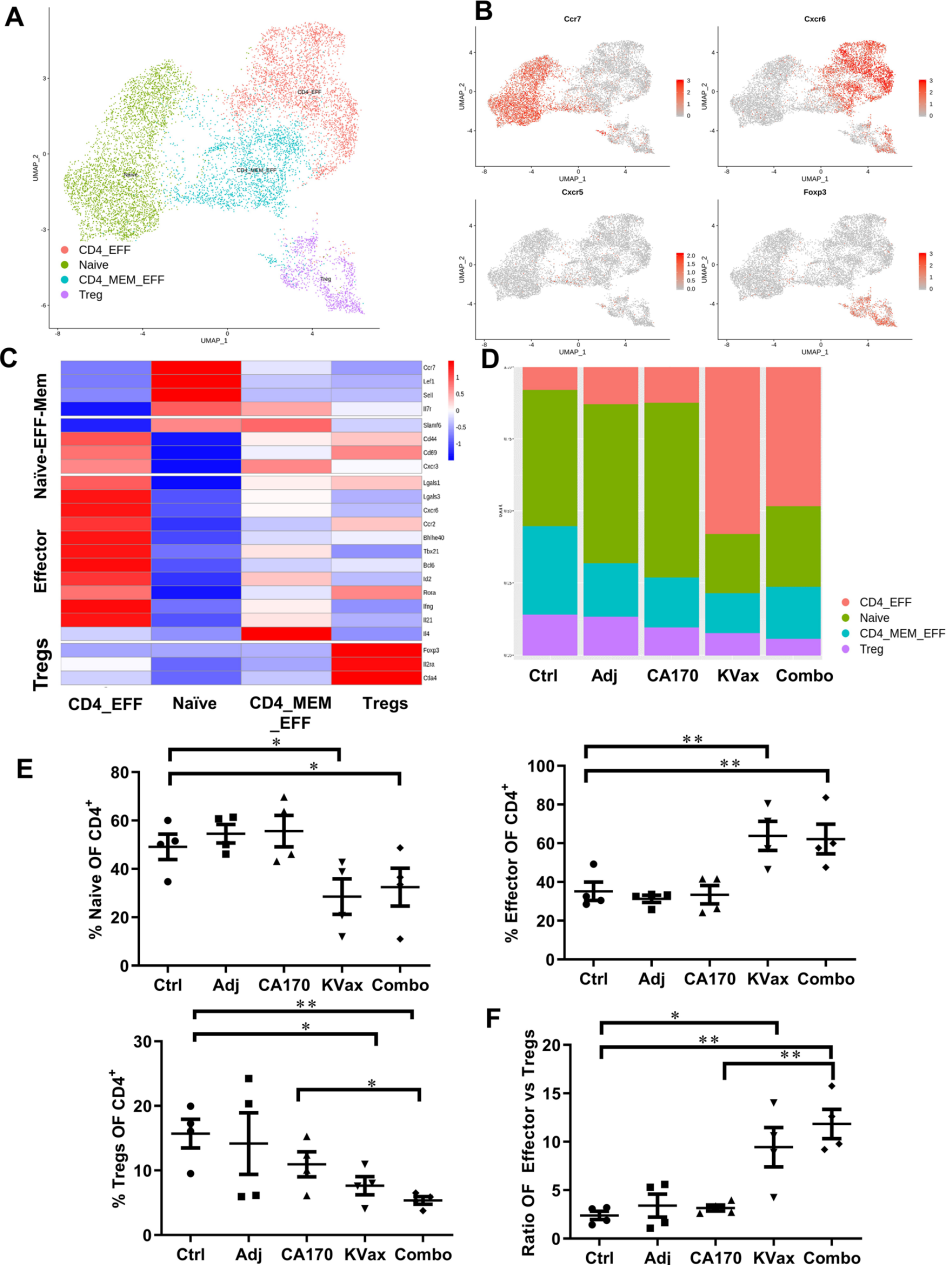
KVax synergizes with CA170 treatment to increase antitumor effector CD4^+^ T cells response and to decrease Treg-mediated immunosuppression in the tumor. **A** UMAP plot showing cellular heterogeneity of CD4^+^ T cells from two CD45^+^ scRNA-seq datasets and CD3^+^scRNA-seq datasets. Each dot represents a single cell and is colored according to corresponding CD4 subset. **B** Representative genes for naïve (Ccr7), Effector Th1 and T_FH_ (Cxcr6 and Cxcr5, respectively) and Treg (Foxp3) specific genes shown across all clusters using the feature plot. **C** Heatmap showing average expression of different CD4^+^ Naïve and Effector memory T cell-specific genes (Naïve-Eff-Mem), CD4 Effector T cell-specific genes and Treg-specific genes across all cells in all clusters for the five lung cancer treatments. **D** Bar plot showing the percentage of different CD4 T cell clusters for the five treatment conditions individually. **E** Percentage of naïve, effector, and suppressor (Treg) cells across four CD4^+^ T cell samples for the five different lung cancer treatments. **F** Ratio of CD4 Effector vs Suppressor cells across four CD4^+^ T cell samples for the five different lung cancer treatments. Data are shown as the mean ± SE, *n* = 4, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs Ctrl.

### Effects of CA170 and KVax treatment on the function of CD8^+^ T cells in lung tumors

Given that CA170 selectively blocks the VISTA negative checkpoint pathway, we investigated the effects of CA170, as well as the CA170 plus KVax combination treatment, on the phenotypic and functional heterogeneity of CD8^+^ T cells from lung tumor tissues. To do this, CD8^+^ T cell clusters from CD45^+^ scRNA-seq datasets and CD3^+^ scRNA-seq datasets were pooled into one Seurat object to simultaneously map the functional distinct CD8 subsets of control, adjuvant control, CA170, KVax, and CA170 plus KVax treatment groups (Fig. 7A). 

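The pool of CD8+ T cells held 10769 cells, 7652 from the 10 CD3+ and 3117 from the 10 CD45+ libraries, with 164 to 1188 cells per library. Filters, gene matching and the correction between libraries were those of the CD4+ T cells, and the sort was again a covariate of the edgeR test. To the counts of each ratio 0.5 cells were added. In every CD3+ comparison with Control the gene list follows the treatment, and within that sort the 2 cannot be told apart. Gene levels in exhausted-like cells were compared on UMI counts summed over the cells of a library, where it held at least 10 such cells, with TMM normalization and edgeR's quasi-likelihood test over the genes that passed edgeR's filter on low counts.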

Unsupervised clustering analysis identified six CD8^+^ T cell populations when visualized by Uniform Manifold Approximation and Projection (UMAP) (Fig. 7B). 

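At a resolution of 0.6 the CD8+ T cells formed 7 clusters, numbered here from the largest, and the numbers are not those of the paper. Clusters 0 and 1 were naïve-like (2740 and 2411 cells), cluster 2 effector-like (2191 cells), clusters 3 and 5 memory or T_RM_-like (1257 and 790 cells) and cluster 4 exhausted-like (1012 cells). Cluster 6 (368 cells) met no subset's rule. Rack1, a name the paper's figure gives to clusters, carries the symbol Gnb2l1 in the shorter gene list and Rack1 in the other list, under 1 Ensembl identifier. Matched by identifier, its level in CD8+ T cells was 4449.09 CPM in the CD3+ Control libraries (3721.31 and 5176.87) and between 3834.81 and 4460.31 CPM in the 8 treated CD3+ libraries. Matched by symbol, Rack1 was 0 CPM in the CD3+ Control libraries.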

The expression of signature genes (Supplementary Fig. 3A) and known functional markers (Fig. 7C) suggested clusters of naïve, effector, memory or exhausted CD8^+^ T cell subsets, as well as a few clusters that were not well defined. 

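Cd44 (chromosome 2 of GRCm38, 102811141 to 102901665) had 5.87 CPM in cluster 0 and 4.99 CPM in cluster 1. It had 110 ± 40.0 CPM (SD, n = 20 libraries) in the effector-like cluster 2, 39.5 ± 18.5 CPM (SD, n = 20) in cluster 3 and 114 ± 42.3 CPM (SD, n = 20) in cluster 5, the memory or T_RM_-like pair, and 188 ± 81.9 CPM (SD, n = 19) in the exhausted-like cluster 4. Cluster 6 had 107 CPM. The means of clusters 0 and 1 lay below those of the others by more than the spread between libraries.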

Based on the expression of CD44, which is widely used as a T cell activation marker, six clusters could be separated into two major groups, naïve-like CD8 T cells (clusters 0 and 1) and antigen-experienced CD8^+^ T cells (clusters 2, 3, 4, 5) (Supplementary Fig. 3B). Interestingly, clusters 0 and 1 expressed high levels of naïve CD8 T cell markers (*Lef1, Ccr7, Sell*, and *Dapl1*) as well as the tissue-resident marker *Itgae* (encode CD103) (Fig. 7C and Supplementary Fig. 3C). 

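Lef1 had 520 ± 67.4 CPM (SD, n = 20 libraries) in cluster 0 and 473 ± 73.5 CPM (SD, n = 20) in cluster 1, against 287 CPM in cluster 3 and 86.0 CPM in the effector-like cluster 2. Ccr7 had 742 CPM in cluster 0, 532 CPM in cluster 3 and 15.2 CPM in cluster 2. Dapl1 had 344 and 381 CPM in clusters 0 and 1, and 251 CPM in cluster 3. These 3 genes were among those that named the naïve-like clusters, and cluster 3, named memory or T_RM_-like by its other genes, carried them too. Itgae (chromosome 11 of GRCm38, 73090583 to 73147446) was not among the naming genes. It had 18.0 ± 15.1 CPM (SD, n = 20) in cluster 0, 22.3 ± 9.62 CPM (SD, n = 20) in cluster 1, 18.4 ± 24.9 CPM (SD, n = 19) in the exhausted-like cluster and 36.9 ± 25.0 CPM (SD, n = 20) in the memory or T_RM_-like cluster 5, differences within the spread between libraries. In the effector-like cluster Itgae had 8.5 CPM, and in cluster 3 it had 2.63 CPM.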

Among the antigen-experienced CD8^+^ T cells, clusters 2 and 5 both expressed a high level of the T_RM_ marker gene *Cd69* (Fig. 7C). 

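Cd69 (chromosome 6 of GRCm38, 129267325 to 129275436) had 257 ± 103 CPM (SD, n = 20 libraries) in cluster 3 and 223 ± 68.2 CPM (SD, n = 20) in cluster 5, the memory or T_RM_-like clusters. It had 217 ± 89.4 CPM (SD, n = 19) in the exhausted-like cluster, 138 ± 60.6 CPM (SD, n = 20) in the effector-like cluster, and 213 ± 82.7 CPM (SD, n = 20) and 137 ± 44.6 CPM (SD, n = 20) in the naïve-like clusters 0 and 1. Cd69 was among the genes that named clusters 3 and 5. The differences among clusters 0, 3, 4 and 5 were smaller than the spread between libraries.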

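Memory or T_RM_-like cells (clusters 3 and 5) were 13.3% ± 1.88 (SD, n = 4 libraries) of CD8+ T cells in Control, 19.3% ± 3.85 in Adjuvant, 18.1% ± 3.13 in CA170, 21.5% ± 3.34 in KVax and 19.6% ± 3.13 in Combo, with 4 libraries in each group. Per kept cell of the library, the log2 differences from Control were 0.70 (adjusted p = 0.0798 from edgeR's quasi-likelihood test) in Adjuvant, 0.44 (adjusted p = 0.323) in CA170, 0.58 (adjusted p = 0.203) in KVax and 0.61 (adjusted p = 0.157) in Combo, none past the threshold. Within the CD45+ libraries they were -0.02, -0.05, 0.39 and 0.49, and within the CD3+ libraries 1.28, 0.88, 0.76 and 0.72. With the CD8+ T cells as the size of the library, an alternative chosen after seeing the data, they were 0.54 (adjusted p = 0.0306) in Adjuvant, 0.46 (adjusted p = 0.0845) in CA170, 0.69 (adjusted p = 0.0039) in KVax and 0.57 (adjusted p = 0.0193) in Combo. This alternative measures the share of CD8+ T cells, as the paper's proportions do. An exact permutation test of the percentages gave p = 0.0286 in Adjuvant and in KVax. With genes matched by symbol and no integration no Control cell fell in these clusters, and the fitted differences, between 8.64 and 9.34, have no bound.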

Notably, the frequency of T_RM_ (mainly cluster 2) was markedly increased in treatment groups when compared to the control group (Fig. 7D). Real-time RT-PCR with sorted CD8+ TILs also validated that CD69 expression is increased in CA170 treated lung tumors compared to untreated tumors (Fig. 7G). Cluster 3 was distinguished by high expression of chemokine receptor Cx3cr1 and molecules associated with cytotoxicity, such as Klrg1, Gzmb, Ifng, and Tbx21 (Fig. 7C and Supplementary Fig. 3D). In contrast, cluster 4 showed low expression of effector molecules when compared to cluster 3, while expressing high levels of multiple inhibitory receptors, including Pdcd1, Lag3, Havcr2, and Ctla4 (Fig. 7C and Supplementary Fig. 3D), and exhaustion related transcription factors including Eomes, Irf4, Tox and Nr4a family (Fig. 7C). 

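In the effector-like cluster 2, Cx3cr1 (chromosome 9 of GRCm38, 119901616 to 120069879) had 209 ± 82.2 CPM (SD, n = 20 libraries), against 6.65 ± 11.2 CPM (SD, n = 19) in the exhausted-like cluster 4. Klrg1 had 287 ± 109 CPM and 25.8 CPM in these clusters, Gzmb 668 ± 274 CPM and 93.7 ± 91.1 CPM, and Tbx21 197 ± 67.7 CPM and 38.5 ± 29.5 CPM. Ifng had 240 ± 110 CPM in the effector-like and 132 ± 75.4 CPM in the exhausted-like cluster, about the spread between libraries apart. All 5 genes were among those that named the effector-like cluster. Effector-like cells were 26.3% ± 21.2 (SD, n = 4) of CD8+ T cells in Control and between 22.4% and 27.3% on average in the treatment groups. Against Control, effector-like cells per kept cell differed between the sorts in KVax, with log2 differences of -1.29 in the CD45+ and 1.52 in the CD3+ libraries.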

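In the exhausted-like cluster, Pdcd1 (chromosome 1 of GRCm38, 94038305 to 94052553) had 229 ± 133 CPM (SD, n = 19 libraries), against 15.1 CPM in the effector-like cluster. Lag3 had 94.4 ± 80.8 CPM against 5.75 CPM, Havcr2 42.3 ± 56.9 CPM against 2.47 CPM, and Ctla4 197 ± 97.5 CPM against 25.0 CPM. The difference of Havcr2 was smaller than the spread between libraries. Of the transcription factors, Eomes had 292 ± 110 CPM against 23.2 CPM, Tox 243 ± 107 CPM against 11.5 CPM and Nr4a2 300 ± 154 CPM against 93.9 ± 50.7 CPM. Irf4 had 12.7 ± 10.9 CPM against 7.61 ± 4.64 CPM, Nr4a1 31.6 ± 32.8 CPM against 34.2 ± 14.5 CPM, and Nr4a3 29.5 ± 31.9 CPM against 25.4 ± 13.8 CPM, differences within the spread between libraries. Apart from Eomes, Nr4a1 and Nr4a3, these genes were among those that named the cluster.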

The transcriptional levels of Prf1, Gzma, and Cx3cr1 were all upregulated in CD8^+^ TILs treated with CA170 (Fig. 7G upper left panel), whereas mRNA levels of these genes remain unchanged in the CD4+ TILs (Fig. 7G upper right panel) isolated from the same CA170 treated lung tumors. Lag3 and Pdcd1 were both slightly decreased in CD8+ TILs, but not significantly (Fig. 7G lower left panel). We next sought to test the effects of CA170 and the CA170/KVax combination treatments on the ratio of effector CD8^+^ T cells to exhausted CD8^+^ T cells (effector/exhaustion ratio). 

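The ratio of effector-like to exhausted-like CD8+ T cells was 5.15 ± 5.48 (SD, n = 4 libraries) in Control, 2.62 ± 1.16 in Adjuvant, 3.77 ± 2.27 in CA170, 1.74 ± 0.272 in KVax and 3.58 ± 1.38 in Combo, with 4 libraries in each group. The 4 Control libraries ranged from 0.409 to 12.1. The mean log2 ratio differed from Control by 0.38 (p = 0.771) in CA170, -0.55 (p = 0.686) in KVax and 0.40 (p = 0.8) in Combo, in exact permutation tests. It differed from Adjuvant by 0.44 (p = 0.486), -0.49 (p = 0.286) and 0.46 (p = 0.314) in the same exact permutation tests. Within the CD45+ libraries the differences from Control were -0.83, -2.32 and -1.02, and within the CD3+ libraries 1.58, 1.22 and 1.81. Without CD3+ Control replicate 1 the pooled differences were -0.50 in CA170, -1.43 in KVax and -0.48 in Combo. Over all fits that left out 1 library, the pooled differences reached at most 1.13 in CA170, 0.20 in KVax and 1.15 in Combo. None of these was past the threshold. Matching genes by symbol with no integration moved the pooled differences most, to -3.21, -3.42 and -2.71, none past the threshold.

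**Figure D3:**
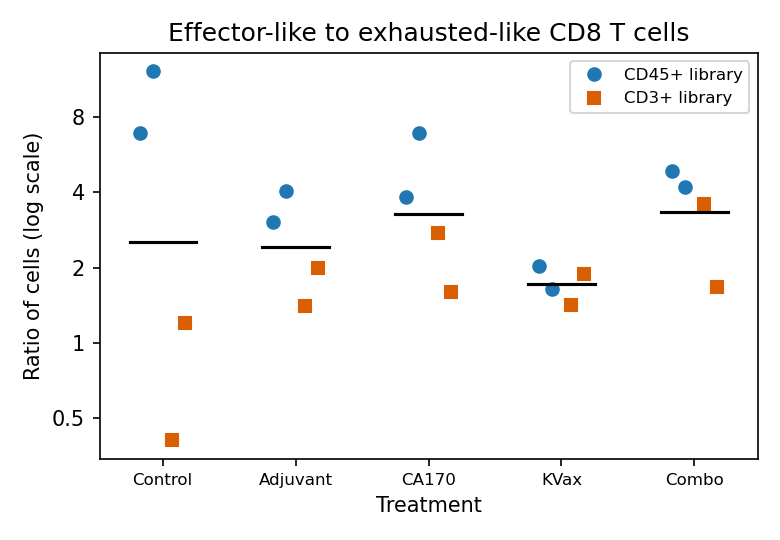
Ratio of effector-like to exhausted-like CD8+ T cells (y axis, log scale) by treatment (x axis). Circles are CD45+ libraries, squares CD3+ libraries and lines geometric means of 4 libraries, which lie at 2.53 in Control, 2.42 in Adjuvant, 3.28 in CA170, 1.73 in KVax and 3.33 in Combo.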

CA170, KVax and the combined treatment each resulted in increased effector/exhaustion ratios compared to the control and adjuvant groups (Fig. 7E). Furthermore, the expression of inhibitory receptors in exhausted CD8^+^ T cells was decreased with CA170 and the combined CA170/KVax treatment compared to the adjuvant and KVax treatment groups (Fig. 7F). 

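In exhausted-like cells 3629 genes were tested in 19 libraries, 3 of CA170 and 4 of each other treatment, since 1 CD45+ CA170 library held under 10 such cells. Of the 6 receptors in the figure, Tigit did not pass the filter on low counts. The log2 difference of Havcr2 was -1.73 in CA170 and -1.84 in Combo against Adjuvant, and -0.73 and -0.83 against KVax. That of Pdcd1 was -0.70, -0.50, -0.74 and -0.54 in the same order. Lag3 differed by -1.48 and -0.61 against Adjuvant, and by -0.27 in CA170 and 0.59 in Combo against KVax. Ctla4 differed by 0.04 and 0.55 against Adjuvant, and by -0.08 and 0.43 against KVax. Vsir, the gene of VISTA, was higher in all 4 comparisons, by 0.60 and 0.74 against Adjuvant and by 0.36 and 0.50 against KVax. None of these differences was past the threshold over all genes, where the lowest adjusted p was 0.919 for Vsir in Combo against Adjuvant (edgeR's quasi-likelihood test), or adjusted over the list alone, where it was 0.0547 for the same difference. Without the filter on low counts and adjusted over the list alone, Ctla4 (0.58), Vsir (0.74) and Havcr2 (-1.78) in Combo against Adjuvant had an adjusted p of 0.0355 each. Over all genes, Ccr7 was higher in CA170 than in Adjuvant, at 79.2 ± 49.7 CPM (SD, n = 3) against 3.64 ± 5.22 CPM (SD, n = 4), a log2 difference of 3.72 (standard error 0.70, adjusted p = 0.0131 from edgeR's test). In Combo against Adjuvant, Ccr7 (3.37, adjusted p = 0.0295) and Ly6c1 (4.25, adjusted p = 0.0295) were past the threshold, and Ly6c1 was named after its values were seen. Against KVax, edgeR called 0 genes for CA170 and 0 for Combo, with 163 and 143 at an unadjusted p under 0.05. DESeq2 called 0 in all 4 comparisons, with 120 and 109 genes at an unadjusted p under 0.05 for CA170 and 128 and 89 for Combo, each first against Adjuvant and then against KVax.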

In summary, these results suggest that CA170 synergizes with KVax to reduce the signals that can suppress CD8^+^ T cells.

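Exhausted-like cells were 10.0% ± 10.0 (SD, n = 4 libraries) of CD8+ T cells in Control, 10.6% ± 2.29 in Adjuvant, 6.04% ± 1.80 in CA170, 12.7% ± 0.965 in KVax and 7.18% ± 1.91 in Combo, with 4 libraries in each group. No difference from Control was past the threshold in edgeR's test. Without CD3+ Control replicate 1, those in Adjuvant (1.18, adjusted p = 0.0198) and KVax (1.13, adjusted p = 0.0232) were. From the effector to exhausted ratios and the levels of inhibitory receptors, the paper proposes that CA170 synergizes with KVax to reduce signals that can suppress CD8+ T cells.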

**Fig. 7:**
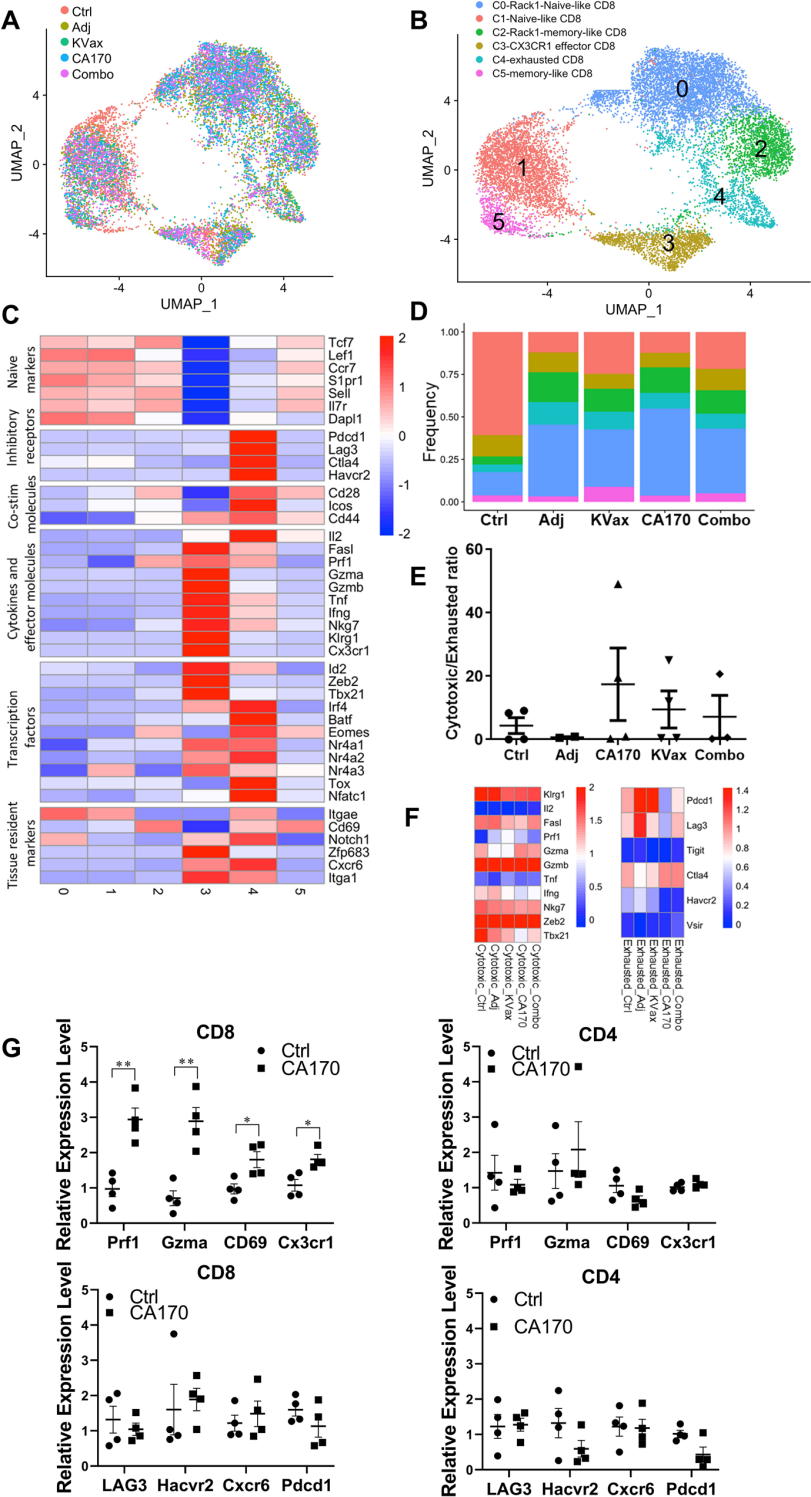
CA170 treatment increases cytotoxic/exhausted CD8^+^ ratio. **A** The UMAP projection of CD8 T cells from two CD45^+^scRNA-seq datasets and CD3^+^scRNA-seq datasets. Each dot corresponds to one single cell and is colored according to its treatment. **B** The UMAP projection showing the formation of 6 main clusters, including 2 naïve-like CD8^+^ T cells, 2 T_RM_-like CD8^+^ T cells, 1 effector population and 1 exhausted population. Each dot corresponds to one single cell and is colored according to its cell type. **C** Z-score normalized mean expression of selected T cell function-associated genes in each cell cluster. **D** Stacked percentage bar plot showing the proportion of each cell type in the 5 treatment groups. Colors represent various cell types as shown in (**B**). **E** Dotplot showing the statistical comparison of the frequencies of cytotoxic/exhausted CD8^+^ T cells in the different treatment groups. Data are shown as the mean ± SE, *n* = 4, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs Ctrl. **F** Z-score normalized mean expression of cytotoxicity-related molecules and inhibitory receptors in Cx3cr1^+^ cytotoxic and exhausted CD8^+^ T cells, respectively. Each column represents a different treatment. **G** Real-time RT-PCR validation of genes regulated by CA170 in CD4^+^ or CD8^+^ TILs isolated from tumors treated with vehicle or CA170. Data are shown as the mean ± SE of three replicate samples per group, *n* = 4, *P ≤ 0.05, **P ≤ 0.01 vs Ctrl, one-way ANOVA.

## Discussion

Augmenting the immune system to eradicate cancer dates back at least a century. A major advance in cancer immunotherapy has occurred over the past decade with the use of monoclonal antibodies to block immune checkpoints to enhance antitumor immunity. Launch of the first CTLA-4 blocking antibody (ipilimumab) in 2010^9^ and PD-1/PD-L1 blocking antibodies (pembrolizumab and nivolumab) in 2014^10,11^ represented watershed moments that showed the promise of using immune checkpoint inhibitor (ICIs) as a standard of immunotherapy for many tumor types^12^. Currently, more than ten immunomodulating antibodies have received regulatory approval worldwide and thousands of others are in active clinical trials^13^. However, antibody-based therapies suffer from several shortcomings that limit their application. The large size of antibodies prevents them from penetrating deep into tumors, thus reducing their ability to mediate antibody dependent cell-mediated cytotoxicity (ADCC)^14^. Additionally, Fc regions of antibodies induce complement-dependent cytotoxicity (CDC) effects, which can impair immune cells and could be one of the reasons to induce immune-related adverse events (irAEs)^15^. The relatively long half-life of antibodies increases the difficulty in drug clearance when side effects occur^15^. Therefore, there is an urgent need to develop non-antibody drugs that effectively target immune checkpoints.

Compared to monoclonal antibodies, immunotherapy with small molecules has several advantages including low cost, ease of manufacturing, optimal pharmacokinetics, the potential for oral administration, flexible clinical dosing, relatively short half-life, and the potential for lower systemic toxicity. More importantly, small molecule ICIs not only can target immune suppressive mechanisms, similar to antibodies, but they can also stimulate intracellular pathways downstream of immune checkpoints in innate or adaptive immune cells that antibodies are unable to access^12^. Small molecule ICIs thus provide an alternative treatment modality that could be used alone or in concert with immune checkpoint-blocking B antibodies to address the issues of suboptimal clinical response and/or drug resistance^16,17^. Our study represents the first test of CA170 in a carcinogen-induced murine primary lung tumor model, which bears similar morphology, histopathology, and molecular anomalies as those observed in human tumors. In this model, orally administered CA170 caused no apparent toxicities including body weight losses and other visible signs of toxicities, and was able, by itself, to reduce tumor burden by >60%. Notably, 200 mM CA170 did not directly kill cancer cells (Supplementary Fig. 4), which is far above the in vivo levels achieved with a standard physiologic oral dose (10 mg CA170 per kg body weight). When CA170 was combined with a peptide vaccine that specifically targets *Kras*, which is the driver gene in VC-induced tumors, tumor inhibition was almost 80% when compared to adjuvant-treated controls (Fig. 1). Our results are consistent with markedly greater potency and efficacy using the combined CA170/KRAS vaccine treatment in inhibiting tumor growth versus the KRAS vaccine alone. This study constitutes a critical step toward the clinical translation of CA170 for preventing lung cancer.

A recent study using in vitro binding assays showed that there is no direct binding between CA170 and PD-L1^6^, suggesting that CA170 may act mainly via blocking VISTA immune checkpoint pathway rather than on PD-L1/PD-1 pathway. In the current study, we systematically analyzed immune responses and immune cell subset changes in response to CA170 and KRAS vaccine treatment using both flow cytometry and scRNA-seq. Interestingly, CA170 significantly increased tumor-infiltrating CD8^+^ T cells (Fig. 2A), and enhanced effector-memory T cell frequencies and function for both CD4^+^ and CD8^+^T cells. These changes coincided with significant reductions in G-MDSCs and Foxp3^+^ Treg populations within tumors (Fig. 3). scRNA-seq also confirmed that the myeloid cell clusters were remodeled by CA170 and by the combination of CA170 plus KRAS vaccine. 

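Among the CD45+ cells, monocytes were 4.50% of kept cells in Control, 6.31% in CA170 and 4.79% in Combo. Neutrophils in Combo were at 20.3% ± 5.45 (SD, n = 2 libraries) and alveolar macrophages at 3.00% ± 0.388 (SD, n = 2), with log2 differences from Control of -0.01 (adjusted p = 0.962 from edgeR's quasi-likelihood test) and -0.38 (adjusted p = 0.395). No myeloid type in CA170 or Combo was past the threshold against Control in this fit. Alveolar macrophages in CA170 were at 0.89 (adjusted p = 0.0723), and past the threshold at a limit of 6000 genes (1.56, adjusted p = 0.0231), with doublets removed (0.91, adjusted p = 0.0471) and in 4 of 10 cases with a library left out. Monocytes in CA170 were at 0.49 (adjusted p = 0.396), and at a limit of 6000 genes at -0.68 (adjusted p = 0.0178). Against Adjuvant, Combo had fewer alveolar macrophages, with a log2 difference of -1.98 (adjusted p = 0.0014), and more neutrophils, with 1.03 (adjusted p = 0.0282). Against CA170, Combo had fewer alveolar macrophages, with a log2 difference of -1.28 (adjusted p = 0.0298). The Adjuvant and CA170 libraries had fewer UMIs per kept cell than those of Control and Combo. In these comparisons depth cannot be told apart from the treatment.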

CD8^+^ tumor-infiltrating lymphocytes play a critical role in antitumor immune responses through recognition of tumor antigens and direct killing of tumor cells^18^. However, CD8^+^ T cells in growing tumors are often functionally impaired as a result of suppressive signals from the tumor microenvironment, which can result in T cell exhaustion and a failure to effectively eliminate cancer cells^19^. A greater density of tissue-resident memory T (T_RM_) cells has been linked to better lung cancer survival outcomes^20^. Indeed, real-time RT-PCR analysis demonstrated that T_RM_ marker gene *Cd69* was upregulated in CD8^+^ TILs isolated from CA170 treated lung tumors compared to untreated tumors (Fig. 7G). CX_3_CR1^+^ CD8 T cells were recently identified as an effector subset with potent cytolytic function against chronic viral infection and cancer^21,22^. The transcriptional levels of Cx3cr1 and other key genes for cytolytic function, such Prf1 and Gzma, were all upregulated in CD8^+^ TILs treated with CA170 (Fig. 7G upper left panel). Of note, a significant increase in effector/Treg ratio was observed in the KVax and combined CA170/KVax treatment groups compared to control (Fig. 7E). The KVax vaccine also increased tumor-infiltrating CD4^+^ T cells (Fig. 2A), decreased Tregs, and significantly increased a CD4^+^ effector cell subset (Fig. 3) as well as the ratio of this subset to Tregs (Figs. 3 and  6E). These results suggest that CA170 can work with KVax to blunt the suppressive signals on CD8^+^ T cells.

T cell costimulatory and coinhibitory pathways have much broader immunoregulatory functions by controlling effector, memory and Treg cells, as well as naïve T cells. A recent study classified naïve CD4^+^ T cells into six clusters and found that within the naïve T population, deficiency of VISTA primed cells toward an activated/memory state^23^. In line with the known functions of T cell costimulatory/coinhibitory pathways, our studies indicate that CA170 administration enhances systemic anti-tumor immune responses. The data suggest that CA170 drives an adaptive T cell tumor-specific immune response resulting in lung tumor regression. Importantly, CA170 does not appear to promote the development of immune-associated toxicities. In preclinical safety studies conducted in rodents and non-human primates, orally administered CA170 showed no signs of toxicity when dosed up to 1000 mg/kg for 28 consecutive days^24,25^. CA170 has high oral bioavailability in both mice and monkeys, with a plasma half-life of ~3.5 h (mouse) and 3.25–4.0 h (monkey)^26^. In a recent clinical trial in patients with advanced solid tumors or lymphomas, CA170 had a favorable safety profile (up to 1200 mg BID) and a short half-life (comparing to antibody ICIs) and showed immune-modulating effects with tumor regression^26^. A recent study further confirmed that CA170 selectively inhibits PD-L1/L2 and VISTA pathways, and exhibits significant anti-tumor efficacy in murine colon and melanoma tumor models^27^.

In summary, no small molecule immunotherapy has yet been approved for cancer immunotherapy, CA170 is the only small molecule ICIs that has been announced to move to Phase III clinical trials for multiple cancers including lung cancer. Our data support advancing the use of CA170 for lung cancer, and it indicates the potential of combining CA170 with the KRAS vaccine to achieve even better anti-tumor efficacy in lung cancer patients. Finally, this combined treatment modality could represent an exciting approach for the immunoprevention of lung cancer in those at increased risk.

## Methods

### Vaccine preparation and immunization

The Kras peptide vaccine KVax contains four peptides that represent different regions of the Kras protein: Kras-G12D (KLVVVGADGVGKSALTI), Kras-61Wt (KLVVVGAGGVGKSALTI), Kras-63Wt (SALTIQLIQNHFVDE) and Kras-68Wt (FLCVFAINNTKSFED). These peptides were synthesized by Genemed Synthesis Inc. (San Antonio, TX) and their purity (>95%) was verified by HPLC. At each vaccination time, mice were given KVax s.c. in the flank containing 50 μg of each peptide. Adjuvants used in the study included the STING agonist c-di-AMP (each delivered at 10 µg/mouse) and AddaVax (50 µL/mouse). The total vaccine volume was 100 μL/mouse.

### Mouse models and treatments

Female A/J mice were purchased from the Jackson Laboratory. Mice were kept in the Biomedical Resource Center at the Medical College of Wisconsin, Milwaukee, WI, and all procedures were approved by the Institutional Animal Care and Use Committee (IACUC).

Lung cancer is a heterogeneous disease comprised of multiple histologic subtypes that harbor distinct biology and immune profiles^28^. Our mouse model of primary lung carcinogenesis represents a valuable tool for the study of tumor initiation, promotion, and therapy. Carcinogen-induced lung tumor models bear similar morphology, histopathology, and molecular anomalies to those observed in human tumors. Vinyl carbamate (VC) primarily induces Kras mutation and leads to the formation of lung adenomas and adenocarcinomas in humans^29^. In these tumors, an immunosuppressive microenvironment^30^ may hamper anti-cancer treatments including vaccines.

Five- to six-week-old female A/J mice were divided into five groups: (a) control mice that received PBS; (b) adjuvant control mice that received a STING agonist plusAddaVax; (c) KVax mice treated with KVax plus adjuvant; (d) CA170 treatment (10 mg/kg in PBS, Curis, Inc.) by oral gavage five times per week; and (e) combined treatment with KVax/adjuvant plus CA170. The experimental treatment scheme is shown in Fig. 1A. Mice were administered one dose of the carcinogen vinyl carbamate^31^ (VC; Toronto Research Chemicals, Inc.) by i.p. injection (16 mg/kg in sterile saline). CA170 treatment was started one week after VC induction of lung adenocarcinoma. KVax was started two weeks after VC induction, followed by four more vaccinations at 2-week intervals, and additional boost vaccines every four weeks for the duration of the experiments.

Immediately after euthanasia, lungs from the various treatment groups were harvested, inflated, formalin-fixed overnight and then stored in 70% ethanol. Tumor multiplicity was determined by surface tumor counting as previously described using a dissecting microscope. Tumor volume for each tumor was calculated and tumor load was calculated as the sum of tumor volume from each animal using a dissecting microscope, as previously described^32^.

For CD8 depletion, LKR13 cells expressing luciferase (LKR13-Luc) were inoculated by tail vein injection to 8 weeks old sv129 mice, CD8 mAbs (clone-2.43, 250 μg, BioXcell, BP0061) was i.p. injected on 1 day before and 1 day after tumor inoculation and repeated once per week. Eight days after the first i.p. injection, PBMCs were collected and assayed for CD4^+^ and CD8^+^ T cell population using flow cytometry. Tumor growth was monitored by IVIS Spectrum.

### In vitro proliferation assay

LKR13 cells originated from Kras^LA1^ mice, and express mutant *Kras*^G12D^ on the sv129 background, were a generous gift from Dr. Jonathan M. Kurie (MD Anderson), and were cultured in RPMI-1640 (Thermofisher, 11875-093) supplemented with 10% FBS and 1% penicillin/streptomycin. For proliferation assay, 2,000 cells per well were seeded in 96-well flat-bottom plate, 24 h later, cells were exposed to various concentrations of CA170 ranging from 0.78 to 200 µM, whereas control groups wells received fresh complete medium. Plates were incubated at 37 °C under 5% CO_2_ and monitored for real-time cell confluence data every two hours using the IncuCyte Live Cell analysis system (Essen Bioscience, Ann Arbor, MI), and proliferation was analyzed based on real-time confluency data with the IncuCyte 2011A software. All assays were performed in triplicate or quadruplicate.

### Flow cytometry

For immune profiling, tumors were harvested and pooled from each mouse at the end of the study, minced into 1–2 mm pieces and digested at 37 °C for 20 min with mouse tumor dissociation buffer (MiltenyiBiotec, CA) to generate single cell suspensions per the manufacturer’s instructions. Tumor-infiltrating leukocytes were directly stained for flow cytometry sorting or analysis.

Isolated cells were stained with cell surface and viability markers first: 7AAD for live/dead cells, BV786 anti-CD45, APC eFluro780 anti-CD3, FITC anti-CD4, BUV396 anti-CD8a, SB600 anti-CD19, PE-Cy7 anti-CD44, APC anti-CD62L, and PE anti-CD25 antibodies. For intracellular cytokine staining, cells were stimulated for 4 h in RPMI medium containing Kras peptides, 10% FBS, 2 mM L-glutamine, 50 μM 2-mercaptoethanol, 1% penicillin–streptomycin, 1× monensin, 1× brefeldin A (Thermofisher Sci). For foxp3 staining, cells were then washed, fixed and permeabilized and stained with Foxp3/Transcription Factor eFluor450 Staining Buffer sets (Thermofisher) following the manufacturer’s instructions. For intracellular cytokine analysis, cells were fixed with 2% paraformaldehyde, permeabilized with 0.5% saponin, and stained with intracellular cytokine staining buffer containing brefeldin A, APC anti-granzyme B, PE anti-IFN-γ and PE-Cy7 anti-TNF-α antibody, and then analyzed by flow cytometry. T cells stained with isotype control antibody were used as negative controls. To detect MDSC in tumors, cells were stained with PerCP-Cy5.5 anti-CD45, FITC anti-CD11b, APC anti-CD11c, PE anti-Ly6G and PE-Cy7 anti-Ly6C Ab. Flow cytometry was conducted using an LSR Fortessa™ X-20 or LSR-II flow cytometer (Becton Dickinson). Data were analyzed using FlowJo software.

### Single-cell RNA sequencing

For scRNA-seq, VC-induced primary lung tumors were harvested and pooled from different treatment groups at the end of the study, then minced and digested at 37^o^C for 20 min with mouse tumor dissociation buffer (MiltenyiBiotec, CA) to generate single cell suspensions per the manufacturer’s instructions. Tumor-infiltrating leukocytes were directly stained with 7-AAD, CD45, and CD3 surface markers, and CD3^+^ or CD45^+^ TILs were flow-sorted. Flow sorted TILs were spin down at 300 × *g* for 5 min, counted manually with Neubauer Chamber. About 1.6 × 10^4^ cells were loaded onto the 10X Chromium Controller per the manufacturer’s instructions, resulting in recovery of about 1 × 10^4^ cells. The scRNA-seq libraries were generated by Chromium Single Cell 3′ v3 Reagent Kits (10× Genomics) and sequenced using NextSeq 500/550 High Output Kits v2 (150 cycles) (Illumina) according to the manufacturer’s protocol. There were two replicates for each experimental group.

### Single-cell RNA sequencing data analysis

Raw sequencing data were de-multiplexed and converted to gene-barcode matrices using the Cell Ranger (version 2.2.0) mkfastq and count functions, respectively (10× Genomics). The mouse reference genome mm10 was used for alignment. Data were further analyzed in R (version 3.4.0) using Seurat (version 3). The number of genes detected per cell, number of unique molecular identifiers (UMIs), the percent mitochondrial genes were plotted, and outliers were removed (cells that expressed less than 200 and more than 2500 genes, and cells with >0.05 percent mitochondrial genes) to filter out doublets and dead cells. Differences in number of UMIs and percent mitochondrial reads were regressed out. Raw UMI counts were normalized and log-transformed. For analyzing CD45^+^ cells, 10 single-cell RNA sequencing datasets from 5 experimental groups were loaded into one Seurat object. Integrated analysis was then performed to identify shared cell states that are present across different datasets. The same integrated analysis was performed for CD3 datasets. Principal component analysis was performed using variable genes, and the top 20 most statistically significant principal components were used for t-SNE analysis. To identify marker genes, the FindAllMarkers function was used with the likelihood-ratio test for single-cell gene expression. For each cluster, only genes that were expressed in more than 25% of cells with at least 0.25-fold difference were considered.

### Quantitative reverse transcription PCR

Total RNA was extracted from CD4^+^ or CD8^+^ TILs isolated from tumors treated with vehicle (Control) or CA170 using RNA Plus Micro kits (Qiagen). cDNA was synthesized with iScript kits (Qiagen), and quantitative reverse transcription PCR (qRT–PCR) conducted using SsoAdvanced Universal SYBR Green (Qiagen) per the manufacturer’s instructions. Primers used in qRT-PCR were as follows:

Prf1 (forward, CTGCCACTCGGTCAGAATG; reverse, CGGAGGGTAGTCACATCCAT);

Gzma (forward, GGGGCTCACTCAATCAATAAGG; reverse, CATCCTGCTACTCGGCATCT);

CD69 (forward, CCCTTGGGCTGTGTTAATAGTG; reverse, AACTTCTCGTACAAGCCTGGG);

Cx3cr1 (forward, GAGTATGACGATTCTGCTGAGG; reverse, CAGACCGAACGTGAAGACGAG);

Pdcd1 (forward, CAGCTTGTCCAACTGGTCG; reverse, GCTCAAACCATTACAGAAGGCG);

Lag3 (forward, CTGGGACTGCTTTGGGAAG; reverse, GGTTGATGTTGCCAGATAACCC); Havcr2 (forward, TCAGGTCTTACCCTCAACTGTG; reverse, GGCATTCTTACCAACCTCAAACA);

Cxcr6 (forward, GAGTCAGCTCTGTACGATGGG; reverse, TCCTTGAACTTTAGGAAGCGTTT).

### Statistics and reproducibility

All in vitro assays were performed at least in triplicate. Five to nine mice per group were used for the in vivo studies. General statistical analyses were performed using GraphPad Prism 7.0 software. Unpaired 2-tailed Student’s *t*-tests or 1-way ANOVA were used for a column, multiple columns, and group analyses, respectively. *P < 0.05, **P < 0.01, and ***P < 0.001 were considered as statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The raw and processed total RNA and sc-RNA sequencing data files have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numberGSE176091. The source data underlying all figures are provided as Supplementary Data 1. All other relevant data are available in the article, supplementary information, or from the corresponding author upon reasonable request.

# Supplementary material for: Inhibition of lung tumorigenesis by a small molecule CA170 targeting the immune checkpoint protein VISTA
**Source:** Commun Biol. 2021 Jul 23;4:906. doi: 10.1038/s42003-021-02381-x
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary information**

### **Title:**

Inhibition of lung tumorigenesis by a novel small molecule CA170 targeting the immune checkpoint protein VISTA

### **Authors:**

Jing Pan<sup>1,2,3\*</sup>, Yao Chen<sup>4,5\*</sup>, Qi Zhang<sup>1,2,3\*</sup>, Achia Khatun<sup>4,5</sup>, Katie Palen<sup>6</sup>, Gang Xin<sup>4,5</sup>, Li Wang<sup>7</sup>, Chuanjia Yang<sup>1,2</sup>, Bryon D. Johnson<sup>6</sup>, Charles R. Myers<sup>1,2</sup>, Shizuko Sei<sup>8</sup>, Robert H. Shoemaker<sup>8</sup>, Ronald A. Lubet<sup>8</sup>, Yian Wang<sup>1,2,3</sup>, Weiguo Cui<sup>4,5#</sup>, Ming You<sup>1,2,3#</sup>

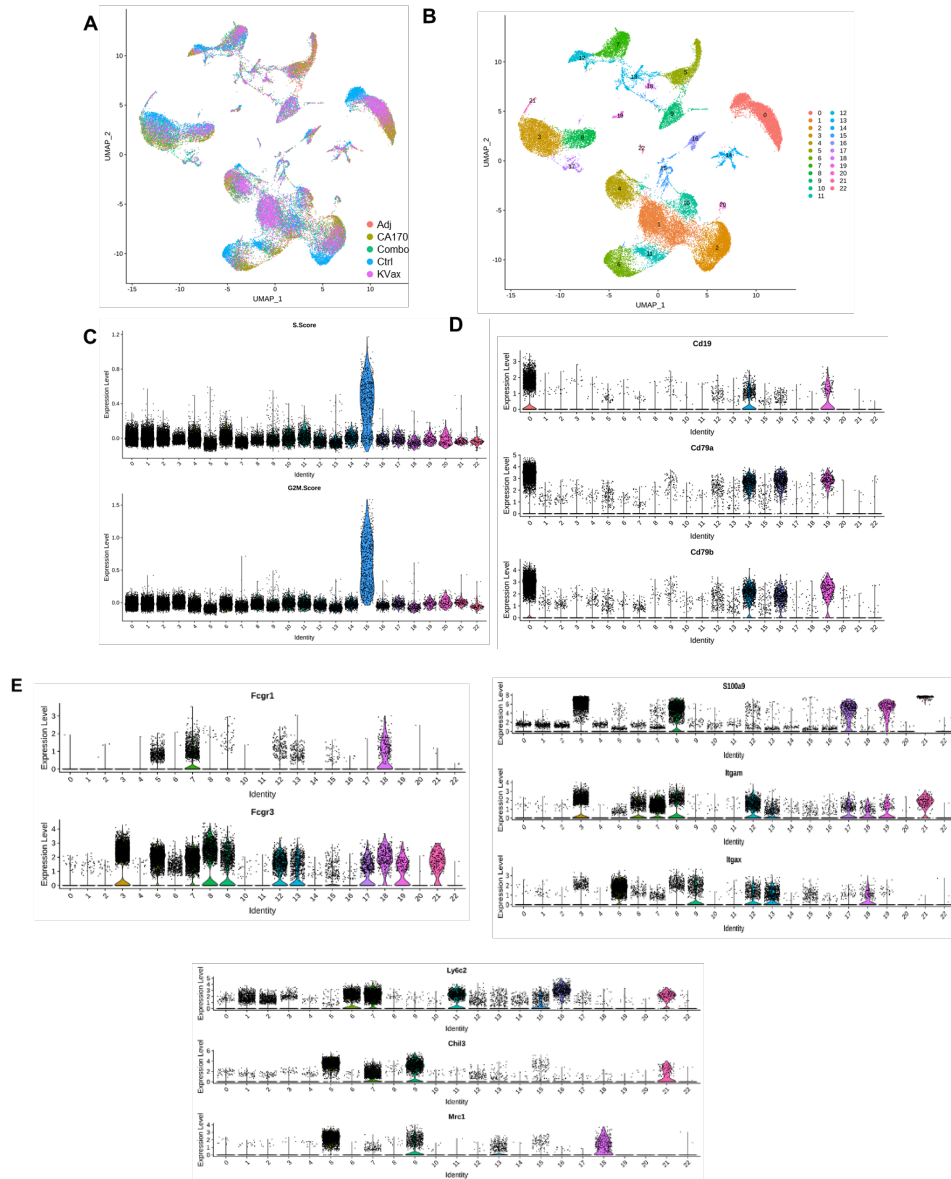

**Supplementary Figure 1: Cellular heterogeneity of total immune cells for the five different lung cancer treatments.** (A) The UMAP plot shows the overlap of total immune cells for the five lung cancer treatments. (B) Division of total immune cells into 22 different clusters based on 22 different principle components (PCs) for the five different treatment conditions. (C) Violin plot showing scoring of cell cycle genes across 22 different clusters for all immune cells for the five treatment conditions. (D and E) Violin plots showing B cell and myeloid cell specific markers across 22 different clusters in total immune cells for the five different lung cancer treatments.

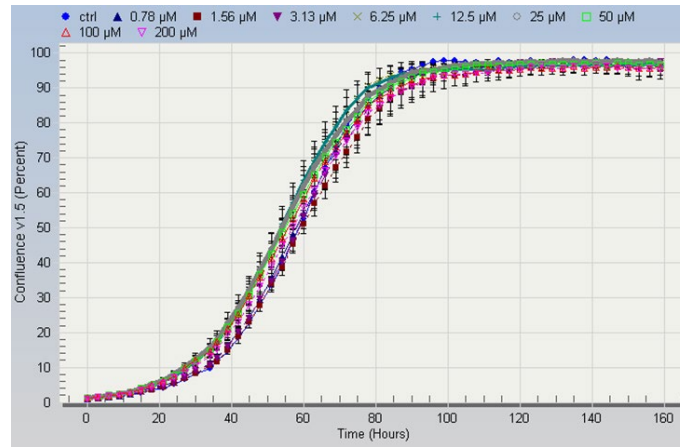

**Supplementary Figure 4: CA170 does not direct kill mouse lung cancer cells when treated with up to 200  $\mu$ M for 6 days.** Dose-response effects of CA170 on LKR13 cell proliferation by real time monitoring cell confluences using Incucyte. Data are shown as the mean  $\pm$  SE, n=3.

# Supplementary material for: Inhibition of lung tumorigenesis by a small molecule CA170 targeting the immune checkpoint protein VISTA
**Source:** Commun Biol. 2021 Jul 23;4:906. doi: 10.1038/s42003-021-02381-x
**Supplement:** Supplementary file 3 — Description of Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data underlying all Figures.

# Supplementary material for: Inhibition of lung tumorigenesis by a small molecule CA170 targeting the immune checkpoint protein VISTA
**Source:** Commun Biol. 2021 Jul 23;4:906. doi: 10.1038/s42003-021-02381-x
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All flow cytometry data were acquired on an BD LSR-II (BD Biosciences, CA). The 10X Genomics Chromium Controller was used to generate a single cell RNA-seq library.                                                                                                                                                                                                                                                                        |
| Data analysis   | All flow cytometry data were analyzed using FlowJo (Treestar, OR). Statistical tests were performed using Graphpad Prism 8. Raw sequencing data were demultiplexed and converted to gene-barcode matrices using the Cell Ranger (version 2.2.0) mkfastq and count functions, respectively (10x Genomics). The mouse reference genome mm10 was used for alignment. Data were further analyzed in R (version 3.4.0) using Seurat (version 3). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Tumor-infiltrating CD45+ cells rep\_1, GEO Accession codes will be available soon  
 Tumor-infiltrating CD45+ cells rep\_2, GEO Accession codes will be available soon  
 Tumor-infiltrating CD3+ cells rep\_1, GEO Accession codes will be available soon  
 Tumor-infiltrating CD3+ cells rep\_2, GEO Accession codes will be available soon

Figure 5, Tumor-infiltrating CD45+ cells rep\_1 and Tumor-infiltrating CD45+ cells rep\_2

Figure 6, Tumor-infiltrating CD45+ cells rep\_1, Tumor-infiltrating CD45+ cells rep\_2, Tumor-infiltrating CD3+ cells rep\_1 and Tumor-infiltrating CD3+ cells rep\_2

Figure 7, Tumor-infiltrating CD45+ cells rep\_1, Tumor-infiltrating CD45+ cells rep\_2, Tumor-infiltrating CD3+ cells rep\_1 and Tumor-infiltrating CD3+ cells rep\_2

Both raw data and processed data of single-cell RNA-seq data will be deposited in the GEO database with the accession code.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size were calculated based on the detectable differences with at least 80% power, based on a two-sided t-test or chi-square test with a Bonferroni adjusted significance level of 0.05/3=0.017 to protect against multiple testing. |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                                    |
| Replication     | All flow cytometry experiments were replicated successfully for three time. While single cell RNA-seq was only conducted once.                                                                                                             |
| Randomization   | Animals were randomized to treatment groups based on mean body weight measurements, ensuring no statistical differences between animals at baseline.                                                                                       |
| Blinding        | No blinding was used.                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

ANTIBODY COMPANY CAT #  
 CD3 APC eFluor780 ThermoFisher 47-0032-82  
 Ly-6C PE BD Biosciences 560592  
 7AAD BD Biosciences 559925  
 CD45 BV786 BD Biosciences 564225  
 CD8 BUV396 BD Biosciences 563786  
 Ly-6G BUV396 BD Biosciences 563978  
 GRANZYME B AF647 Biolegend 515406  
 CD4 FITC ThermoFisher 11-0042-82  
 CD25 PE ThermoFisher 12-0251-82  
 FOXP3 eFluor450 ThermoFisher 48-5773-82  
 CD62L APC ThermoFisher 17-0621-82  
 CD44 PeCy7 ThermoFisher 25-0441-82  
 CD19 SB600 ThermoFisher 63-0193-82  
 CD11b eFluor450 ThermoFisher 48-0112-82  
 CD11c APC ThermoFisher 17-0114-82  
 IFN-g PE ThermoFisher 12-7311-82

TNFa PeCy7 ThermoFisher 25-7321-82

## Validation

All flow cytometry antibodies used in this study are commercially available, and they were used only on species for which they have been validated by the vendor.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

LKR13 cells originated from KrasLA1 mice, and express mutant KrasG12D on the sv129 background, were a generous gift from Dr. Jonathan M. Kurie (MD Anderson).

## Authentication

The cell line was not authenticated.

## Mycoplasma contamination

Cells were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

A/J mice from Jackson Laboratories are used in this study.

## Wild animals

*Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

## Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

## Ethics oversight

All procedures were in accordance with the Medical College of Wisconsin Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

For immune profiling, tumors were harvested and pooled from each mouse at the end of study, minced into 1-2 mm pieces and digested at 37°C for 20 min with mouse tumor dissociation buffer (MiltenyiBiotec, CA) to generate single cell suspensions per the manufacturer's instructions. Tumor-infiltrating leukocytes were directly stained for flow cytometry sorting or analysis.

## Instrument

LSR Fortessa™ X-20 or LSR-II flow cytometer (Becton Dickinson)

## Software

Flowjo version 10

## Cell population abundance

Sorted Tils were reanalyzed by flow cytometry to ensure the purity of the cell population.

## Gating strategy

Size>Live>CD45+>CD3+>CD4+ or CD8+ >CD44/CD62L;  
Size>Live>CD45+>CD3+>CD4+>FoxP3/CD25;  
Size>Live>CD45+>CD3+>CD11c->CD11b+>Ly6G/Ly6c;  
Size>Live>CD45+>CD3+>CD4+ or CD8+ >IFNg/TNFA/GranzymeB;

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

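Single-cell RNA sequencing was carried out on CD45+ and on CD3+ TILs of female A/J mice with lung tumors induced by vinyl carbamate, in 5 treatments (Control, Adjuvant, CA170, KVax and Combo) with 2 libraries per treatment and sort, 20 libraries in all. Each library holds raw UMI counts per gene and cell barcode made by the authors with Cell Ranger on mm10, with no normalization. Conditions were taken from the sample names. The tumors of a group were pooled, so a library is a sample of a pool of mice, and the library was the replicate in every test. Whether libraries of a treatment share a pool is not stated, so the p-values measure the spread between libraries and may not cover that between mice.

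Cells with 200 to 2500 genes and at most 5% mitochondrial UMIs were kept. The paper writes its limit as over 0.05 percent mitochondrial counts, and this was read as 5%. The methods' regression on UMIs and mitochondrial share was not applied. Of the CD45+ libraries 39369 of 79649 barcodes were kept (33.9% to 75.2% of a library), with median genes per kept cell between 871 and 1489, and of the CD3+ libraries 38111 of 67412 (46.0% to 79.1%). The 27514 genes in both gene lists were matched by Ensembl identifier.

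Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were taken from 20 bins of mean, and 20 principal components were computed. Libraries were integrated with an implementation of the Harmony algorithm in numpy (theta 2, sigma 0.1, lambda 1, 10 rounds). A shared-neighbour graph over 20 neighbours was clustered with leidenalg (seed 1, 5 iterations) at resolutions of 0.6 for each sort, 1.0 for T cells, 0.3 for CD4+ and 0.6 for CD8+ T cells. The first was set to give 22 clusters of CD45+ cells, as in the paper. A cluster was left unnamed where more than 1 of Cd3e, Cd79a, S100a8, Ncr1 and Csf1r was held by at least 40% of its cells each, or where Cd4 and Cd8a both were, as in the Rag1 cluster. Of the rest, a cluster was a T cell cluster where at least 40% of its cells held Cd3e, and other clusters were named by a type with at least 3 markers detected in at least 10% of cells and higher than in the other cells. Among such types, the one with the most markers in the 10 leading genes was taken, or, with none there, the one whose relative marker level was at least 1.5 times that of the next. Clusters with a close second type stayed unnamed. CD4+ clusters needed Cd4 in at least 25% of cells and 1.5 times Cd8a, and Treg clusters Foxp3 in at least 30%. Marker lists and the rule for named genes were fixed before the data were examined: the genes the paper names for a panel, Rack1, and for each test over all genes up to 3 with the largest rise and fall among those past the threshold whose groups do not overlap.

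Class counts were tested with edgeR's quasi-likelihood test, two-sided, with all kept cells as library size, the sort as covariate in pooled tests, Benjamini-Hochberg adjustment over the classes of a contrast, and a threshold of 0.05. Log2 differences of subsets are therefore per kept cell, while percentages are of the CD4+ or CD8+ T cells. Ratios, with 0.5 cells added to each count for CD8+ subsets, and for CD4+ subsets only under a setting with a count of 0, were tested with exact two-sided permutation tests. Whether a difference depends on the sort was tested with an interaction term. UMI counts summed per library over at least 10 cells were tested with edgeR after TMM normalization and filterByExpr, and with DESeq2. Gene levels (CPM) are UMIs of a gene over the cells of a class in a library, scaled to a common total.

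Alternatives were a limit of 6000 genes, a mitochondrial limit of 10%, removal of the highest doublet scores (0.8% per 1000 cells), no integration, 30 principal components, lower and higher resolutions, matching by symbol with no integration, each sort alone, gating by single genes, composition factors, a block by replicate number, Adjuvant as the reference, permutation tests of shares and within a sort, DESeq2, no filter on low counts, at least 20 cells, both sorts, and each library left out in turn. Canonical correlation analysis was not run. In simulated counts with 4-fold changes, 98% to 100% of changed classes were recovered. The spread of these counts was fixed and not estimated from the data. The result does not tell how often smaller changes, or changes in classes with a larger spread, would be found.

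The median UMIs per kept cell lay between 1706 and 3521 in CD45+ and between 3326 and 4270 in CD3+ libraries. Cells are not replicates, and counting error over cells is not the error of a treatment. RT-PCR, flow cytometry and tumor measurements were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.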

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

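The tests of the 5% mitochondrial limit, of doublets behind the Rag1 cells and of the division of T cells into clusters by the levels of Cd8a, Cd163l1 and Il17a were chosen only after the results were seen. In the CD3+ sort the Control libraries are counted on another gene list than the treated ones, and within that sort this difference and the treatment cannot be told apart. Of 50 groups of 4 libraries, 5 held 1 library far from the other 3, and chance gives 2.5 (5%).

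Naïve-like CD4+ T cells were 35.2% in CD45+ Adjuvant replicate 1, against 42.7% to 43.8% in the other 3 Adjuvant libraries. The library stayed apart in 1 of 8 other clustering settings. The log2 effector to Treg ratio was -0.55 in CD45+ Adjuvant replicate 2, against 0.60 to 0.69, and it stayed apart in 2 of 8. Memory or T_RM_-like CD8+ T cells were 25.0% in CD3+ Adjuvant replicate 1, against 16.7% to 18.1%, and naïve-like CD8+ T cells 27.2% in CD45+ Combo replicate 1, against 48.4% to 52.6%, and each stayed apart in 0 of 8. The library stayed the furthest of the 4 in 7 of 8 settings for the naïve-like CD4+ share, the ratio and the naïve-like CD8+ share, so the clustering setting cannot be told apart as the cause of these distances. For the memory or T_RM_-like share it stayed the furthest in 3 of 8, and there a clustering artifact may explain the distance. The libraries share a treatment, so no biological explanation was tested.

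Exhausted-like CD8+ T cells were 24.9% in CD3+ Control replicate 1, against 3.30% to 6.73% in the other 3 Control libraries. The library stayed the furthest in 6 of 6 other clustering settings, and apart in 3 of 6. Cells gated by Pdcd1 or Havcr2, without the subset clusters, were 12.3% of its CD8+ T cells and 4.28%, 0.990% and 2.33% in the others. Both argue against the clustering setting and cluster boundaries as the whole cause of its place, while its distance from the others changed with the setting. A different pool of tumors or a mislabelled library stays open, and neither was tested.

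Of 60 tests of whether a difference from Control depends on the sort, 12 were past the threshold. CD8+ T cells differed by 1.29 (CD3+ minus CD45+, log2) in Adjuvant, 0.81 in CA170 and 0.57 in KVax, with -0.56, -0.44 and -0.40 in the CD45+ sort and 0.73, 0.37 and 0.18 in the CD3+ sort. The level of Cd8a over all T cells takes the T cell clusters together and does not use their division into CD4+ and CD8+ clusters. In the CD3+ sort its log2 ratio to Control was 0.47 in CA170 and 0.36 in KVax, with no overlap of libraries. This argues against that division as the cause of the rises there. In the CD45+ sort the ratio was -0.89 in CA170 and -1.57 in KVax, also with no overlap. In Combo it was -1.37 in that sort, while CD8+ T cells per kept cell differed by only -0.07. The level does not follow the share per kept cell in that sort, so for the falls in CA170 and KVax the division cannot be told apart. For Adjuvant the ratio in the CD3+ sort was 1.43 with no overlap, which argues against the division as the cause of the rise there, while in the CD45+ sort it was -0.35 and the libraries overlapped, so for that fall the division cannot be told apart. Which cells were called T cells, the gene list of the CD3+ sort and the sorting itself stay open. CD4+ T cells in KVax differed by -0.60, with 0.76 in the CD45+ and 0.17 in the CD3+ sort, and no explanation was tested.

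Effector-like CD8+ T cells differed between the sorts by 2.8 in Adjuvant and 2.81 in KVax, with -0.88 and -1.29 in the CD45+ and 1.92 and 1.52 in the CD3+ sort. With cells gated by single genes the differences were 4.77 in Adjuvant and 4.65 in KVax, which argues against the division of CD8+ T cells into clusters alone, although the CD8+ T cells themselves were taken from clusters and gating depends on depth. The effector to exhausted ratio also rose in the CD3+ and fell in the CD45+ sort. Without CD3+ Control replicate 1, the smallest difference in the CD3+ sort was 0.45, and with 1 Control library left the part of that library cannot be told apart. Memory or T_RM_-like cells in Adjuvant differed by 1.30 (-0.02 and 1.28) and naïve-like CD8+ T cells by 1.06 (-0.69 and 0.37), and the cause of these was not tested.

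A cluster of T cells led by Cd163l1 and Il17a differed between the sorts by -2.24 in Adjuvant, -2.59 in CA170, -2.43 in KVax and -2.64 in Combo. It rose in the CD45+ sort, by 0.86, 1.62, 1.99 and 1.73, and fell in the CD3+ sort, by -1.38, -0.97, -0.44 and -0.91. For CA170, KVax and Combo in the CD45+ sort, more T cells of every kind are argued against by a smallest log2 difference of 1.18 among T cells, and the 5% mitochondrial limit by a smallest difference of 1.34 at a limit of 10%. The level of Cd163l1 over all T cells of that sort, which does not use the division of T cells into clusters, had log2 ratios to Control of 0.96 in Adjuvant, 1.42 in CA170, -0.054 in KVax and -0.64 in Combo. That of Il17a was 1.44, 2.13, 1.14 and 1.36 in the same order, with no overlap with Control apart from KVax. In CA170 both genes rose with no overlap, which argues against that division as the cause there. In KVax and Combo Il17a rose and Cd163l1 did not, so the division cannot be told apart there. The cells may be gamma delta T cells: Trdc and Tcrg-C1 were at least 65.9 times their level in other T cells in every one of the 8 libraries that list both. For the fall in the CD3+ sort, the log2 ratio of Cd163l1 over all T cells in KVax was -1.87, and the gene list of the Control libraries cannot be told apart from the treatment.

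A cluster of CD45+ cells led by Rag1, Dntt and Arpp21, which the paper does not report on, was a larger share in Adjuvant than in Control, with a log2 difference of 3.12 (edgeR, adjusted p = 1.8e-05). It made up 1.17% and 2.01% of the Adjuvant libraries and 0.174% to 0.187% of the Control libraries. Doublets of CD4+ and CD8+ T cells are argued against by median UMIs of 0.696 times the median cell of the library and by Rag1 at 386 CPM against 0.037 CPM in T cells, although 6.6% of these cells had a high doublet score, against 2.66% of T cells. The origin of these cells and an effect of the Adjuvant treatment stay open, as untested.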

How the results depend on the processing

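Counting the cells of a pool as the library size, and effector-like with effector-memory-like cells together, were chosen only after the results were seen. The other alternatives were chosen before the data were examined. Over the values that answer a comparison, 1371 of 1515 values of 55 results kept their direction and their side of the threshold of 0.05, and over the other values 1665 of 1786 values of 91 results did. A change of sign where neither value was past the threshold counts as kept. This happened 124 times among the former, with a largest size of 3.21, a median of 0.10 and a smallest p of 0.104, and 135 times among the latter, with 3.39, 0.16 and 0.0894. Seurat's canonical correlation analysis was not run.

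Of the settings of cells and clusters, removing doublets left all 50 comparison values on their side. A mitochondrial limit of 10% left no longer past the threshold the log2 differences of B cells -1.04 in Combo, CD4+ T cells of the CD45+ sort 0.52 in Combo, CD8+ T cells of the CD3+ sort -0.27 in CA170 against Adjuvant and Treg-like cells -0.53 in Combo against CA170. A limit of 6000 genes left no longer past the threshold the log2 differences of B cells -1.01 in Combo and CD8+ T cells of the CD3+ sort -0.23 in CA170 against Adjuvant. A limit of 6000 genes brought past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 0.75 in KVax. A limit of 6000 genes reversed the log2 differences of monocytes -0.68 in CA170 and -0.46 in KVax, unnamed CD4+ T cells 0.94 in Combo and unnamed T cells -0.023 in Adjuvant. A limit of 6000 genes changed the number of genes past the threshold to 0 (from 1) for genes in exhausted-like CD8+ T cells in CA170 against Adjuvant and 0 (from 2) for genes in exhausted-like CD8+ T cells in Combo against Adjuvant. The use of 30 principal components left no longer past the threshold the log2 differences of B cells -1.08 in Combo and CD4+ T cells of the CD45+ sort 0.73 in Combo. The use of 30 principal components brought past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 0.79 in KVax. The lower resolution left no longer past the threshold the log2 differences of CD8+ T cells of the CD3+ sort -0.23 in CA170 against Adjuvant. The lower resolution reversed the log2 differences of unnamed T cells -0.042 in Adjuvant. The higher resolution left no longer past the threshold the log2 differences of B cells -1.08 in Combo and CD4+ T cells of the CD45+ sort 0.75 in Combo. Leaving out the integration brought past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 0.97 in KVax, memory or T_RM_-like CD8+ T cells 1.71 in Adjuvant and the effector to Treg ratio 1.5 in CA170. Leaving out the integration reversed the log2 differences of effector-like CD4+ T cells 1.48 in CA170 and effector-memory-like CD4+ T cells -0.73 in Combo. The cause was not tested for any of these. The unnamed T cells of both sorts numbered 6660 with the main settings, 11212 at 6000 genes and 11902 at the lower resolution. Their values at those settings therefore cover a different set of cells. Some classes were named by no cluster under an alternative and gave no value: effector-memory-like CD4+ and effector-like CD8+ cells at 6000 genes, exhausted-like CD8+ cells at the 10% limit, effector-like CD8+ cells at the lower resolution, and cycling CD45+ cells at 6000 genes, at the 10% limit, with doublets removed, with no integration, at the lower resolution and by symbol.

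Adjuvant as the reference left no longer past the threshold the log2 differences of naïve-like CD4+ T cells -0.20 in KVax. Adjuvant as the reference brought past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 1.19 in KVax. Adjuvant as the reference reversed the log2 differences of alveolar macrophages -1.07 in KVax and neutrophils 1.03 in Combo. TMM factors left no longer past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 0.72 in Combo, naïve-like CD4+ T cells -0.39 in KVax and CD8+ T cells of the CD3+ sort -0.42 in CA170 against Adjuvant. TMM factors brought past the threshold the log2 differences of memory or T_RM_-like CD8+ T cells 0.64 in KVax. A block by replicate number left no longer past the threshold the log2 differences of B cells -1.07 in Combo and CD8+ T cells of the CD3+ sort -0.35 in CA170 against Adjuvant. A block by replicate number brought past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 0.77 in KVax. A block by replicate number changed the number of genes past the threshold to 4 (from 2) for genes in exhausted-like CD8+ T cells in Combo against Adjuvant. Gating by single genes brought past the threshold the log2 differences of Treg-like cells -0.61 in KVax. The cells of the pool as library size brought past the threshold the log2 differences of naïve-like CD4+ T cells -0.68 in Combo, memory or T_RM_-like CD8+ T cells 0.54 in Adjuvant, 0.57 in Combo and 0.69 in KVax and Treg-like cells -0.75 in KVax. The reference changes by construction, and for the others the cause was not tested. Replicate numbers do not pair libraries of different treatments, so the block says little. The pool as library size measures the share inside the pool in place of cells per kept cell.

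The CD45+ libraries alone left no longer past the threshold the log2 differences of naïve-like CD4+ T cells -0.59 in KVax, Treg-like cells -0.48 in Combo against CA170 and -0.48 in Combo and the effector to Treg ratio 2.29 in Combo against CA170, 2.22 in Combo and 2.09 in KVax. The CD45+ libraries alone brought past the threshold the log2 differences of effector-like CD8+ T cells -1.29 in KVax. The CD3+ libraries alone left no longer past the threshold the log2 differences of naïve-like CD4+ T cells -0.65 in KVax and the effector to Treg ratio 2.47 in Combo against CA170, 2.72 in Combo and 2.10 in KVax. The CD3+ libraries alone brought past the threshold the log2 differences of effector-like CD8+ T cells 1.92 in Adjuvant and memory or T_RM_-like CD8+ T cells 1.28 in Adjuvant. The CD3+ libraries alone reversed the log2 differences of effector-like CD8+ T cells 1.52 in KVax. The CD3+ libraries alone changed the number of genes past the threshold to 3 (from 1) for genes in exhausted-like CD8+ T cells in CA170 against Adjuvant. The exact permutation test of shares left no longer past the threshold the log2 differences of B cells -1.07 in Combo, CD4+ T cells of the CD45+ sort 0.74 in Combo and CD8+ T cells of the CD3+ sort -0.36 in CA170 against Adjuvant. The exact permutation test of shares brought past the threshold the log2 differences of memory or T_RM_-like CD8+ T cells 0.54 in Adjuvant and 0.69 in KVax. Exchanging labels within a sort left no longer past the threshold the log2 differences of the effector to Treg ratio 2.38 in Combo against CA170, 2.47 in Combo and 2.10 in KVax. With 2 libraries against 2 the exact test cannot give a p under 0.333, and within a sort it cannot give one under 0.0556, so for the effector to Treg ratio, and for the permuted shares of CD45+ and of CD3+ cells, these lost calls say nothing about stability. For the other results of a sort alone the cause was not tested, and fewer libraries were used.

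Matching by symbol with no integration left no longer past the threshold the log2 differences of B cells -1.08 in Combo, CD4+ T cells of the CD45+ sort 0.80 in Combo, CD8+ T cells of the CD3+ sort -0.53 in CA170 against Adjuvant and the effector to Treg ratio 3.01 in Combo against CA170, 1.12 in Combo and 0.97 in KVax. Matching by symbol with no integration brought past the threshold the log2 differences of CD4+ T cells of the CD45+ sort 0.89 in KVax, effector-like CD4+ T cells -6.00 in CA170, exhausted-like CD8+ T cells 10.97 in Adjuvant and 9.58 in KVax and memory or T_RM_-like CD8+ T cells 9.34 in Adjuvant, 8.75 in CA170, 8.64 in Combo and 8.64 in KVax. Matching by symbol with no integration reversed the log2 differences of effector-like CD4+ T cells -6.72 in Adjuvant, -2.49 in Combo and -2.17 in KVax, effector-memory-like CD4+ T cells -9.77 in Combo, exhausted-like CD8+ T cells 9.52 in CA170 and 9.06 in Combo, unnamed CD4+ T cells 9.45 in Combo and unnamed CD8+ T cells 5.23 in CA170, 4.56 in Combo and 4.95 in KVax. Under this alternative 0 Control cells were in the exhausted-like and in the memory or T_RM_-like CD8+ clusters, so those fitted values depend on the prior count and are no bound. The symbols of the 2 gene lists differ by construction, and beyond that the cause was not tested.

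DESeq2 changed the number of genes past the threshold to 80 (from 150) for genes in all CD8+ T cells in CA170 against Control, 0 (from 1) for genes in exhausted-like CD8+ T cells in CA170 against Adjuvant and 0 (from 2) for genes in exhausted-like CD8+ T cells in Combo against Adjuvant. A minimum of 20 cells changed the number of genes past the threshold to 0 (from 1) for genes in exhausted-like CD8+ T cells in CA170 against Adjuvant and 0 (from 2) for genes in exhausted-like CD8+ T cells in Combo against Adjuvant. Leaving out the filter on low counts changed the number of genes past the threshold to 7 (from 1) for genes in exhausted-like CD8+ T cells in CA170 against Adjuvant, 1 (from 0) for genes in exhausted-like CD8+ T cells in CA170 against KVax, 5 (from 2) for genes in exhausted-like CD8+ T cells in Combo against Adjuvant and 1 (from 0) for genes in exhausted-like CD8+ T cells in Combo against KVax. The use of both sorts changed the number of genes past the threshold to 886 (from 150) for genes in all CD8+ T cells in CA170 against Control. The cause was not tested beyond the number of genes and libraries used. For the counts of 0, edgeR had 163 genes for CA170 and 143 for Combo against KVax at an unadjusted p under 0.05, and DESeq2 had 120 for CA170 and 128 for Combo against Adjuvant.

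With each library left out in turn, some results changed side. Their log2 differences ran from -1.73 to -0.62 for B cells in Combo (not kept in 9 of 10), 0.57 to 0.88 for CD4+ T cells of the CD45+ sort in Combo (not kept in 9 of 10), 0.67 to 0.87 for CD4+ T cells of the CD45+ sort in KVax (not kept in 2 of 10), -0.63 to -0.23 for naïve-like CD4+ T cells in Combo (not kept in 2 of 20) and -0.77 to -0.49 for naïve-like CD4+ T cells in KVax (not kept in 6 of 20). They ran from -0.44 to -0.27 for CD8+ T cells of the CD3+ sort in CA170 against Adjuvant (not kept in 7 of 10), 0.035 to 1.18 for exhausted-like CD8+ T cells in Adjuvant (not kept in 1 of 20), 0.041 to 1.13 for exhausted-like CD8+ T cells in KVax (not kept in 1 of 20), 0.38 to 0.85 for memory or T_RM_-like CD8+ T cells in Adjuvant (not kept in 3 of 20) and 0.46 to 0.77 for memory or T_RM_-like CD8+ T cells in Combo (not kept in 1 of 20). The numbers of genes past the threshold ran from 42 to 71 for genes in all CD8+ T cells in CA170 (not kept in 4 of 4), 0 to 1 for genes in exhausted-like CD8+ T cells in CA170 against Adjuvant (not kept in 4 of 7), 0 to 3 for genes in exhausted-like CD8+ T cells in Combo against Adjuvant (not kept in 7 of 8) and 0 to 2 for genes in exhausted-like CD8+ T cells in Combo against KVax (not kept in 1 of 8). Without CD45+ Combo replicate 2 B cells in Combo were at -0.62, and without Combo replicate 1 at -1.73. Without CD45+ Combo replicate 1 CD4+ T cells in Combo were at 0.57. Without CD3+ Control replicate 1 exhausted-like CD8+ T cells were at 1.18 in Adjuvant and 1.13 in KVax. Without CD45+ CA170 replicate 2, 42 genes were past the threshold in all CD8+ T cells. Where a group was left with 1 library, edgeR takes it to vary like the others.

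Depth limits the small subsets. The CD45+ libraries held 8 to 48 exhausted-like cells each, so a gene level there rests on few UMIs. In simulated counts of the same depth with 4-fold changes, 169 of 200 changed genes were called in exhausted-like cells and 161 of 200 in all CD8+ T cells.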

Differences from the paper's values

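No test in this part was chosen only after the result was seen, apart from the pool as library size and the count of effector-like with effector-memory-like cells together, as Fig. 6 combines them. Values read from figures were read by eye. A value is said to differ where it is more than 1.5 times the paper's, or the paper's more than 1.5 times it, and, where it is a mean of libraries, the gap is also larger than the SD between libraries.

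The paper states 80000 CD45+ cells, and 39369 were kept here, out of 79649 barcodes before any filter, a number that does not differ from the paper's. Of the alternatives chosen before the data were examined, a mitochondrial limit of 10% gave 68587, which no longer differs, while 6000 genes gave 45030, removing doublets 36735, and the others 39369. The paper states 10000 CD4+ T cells, and 36314 were pooled here. All alternatives still differ, between 33560 at the lower resolution and 53967 at the 10% limit. The paper states 4 CD4+ clusters, and 7 were found here. The 10% limit and the lower resolution gave 6, which is within 1.5 times the paper's number and no longer differs, while the others gave 7, 9, 10 and 11.

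Neutrophils were about 12% in Control, about 6% in Adjuvant, about 9% in CA170 and about 6% in KVax in Fig. 5D, read by eye, against 20.6%, 9.94%, 15.1% and 12.7% here. A limit of 6000 genes (17.2% in Control and 8.58% in Adjuvant) and a mitochondrial limit of 10% (12.0% and 4.91%) no longer differ there, and in CA170 the 10% limit (7.17%) no longer differs. All other alternatives differ for these 3 groups, and for KVax all alternatives differ, from 9.53% at the 10% limit to 13.1% without doublets. CD8+ T cells were about 4.6%, about 2.7%, about 2.8%, about 0.9% and about 2.8% of CD45+ cells in Control, Adjuvant, CA170, KVax and Combo in Fig. 5D, read by eye, against 9.50%, 6.45%, 7.00%, 7.20% and 9.03% here. A limit of 6000 genes gave 4.54% in Control, 3.44% in Adjuvant and 4.15% in CA170, and the lower resolution gave 5.10% in Control and 4.01% in Adjuvant, none of which differ. The other alternatives differ, among them 4.63% in CA170 at the lower resolution. In KVax all differ, from 4.85% by symbol to 8.07% at the 10% limit, and in Combo all differ, from 5.50% at 6000 genes to 9.73% at the 10% limit.

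Treg cells in CA170 were about 11% of CD4+ T cells in Fig. 6E, read by eye, against 17.1% here. The 10% limit (14.4%) and gating by single genes (9.56%) no longer differ, and the others, from 16.8% to 18.4%, do. The ratio of effector with effector-memory to Treg cells was about 3.4 in Adjuvant, about 3.2 in CA170 and about 9.4 in KVax in Fig. 6F, read by eye, against 1.85, 1.84 and 6.15 here. In Adjuvant all alternatives differ, from 0.737 by symbol to 2.18 gated. In CA170 gating (2.31) no longer differs, and the others, from 0.966 to 1.99, do. In KVax removing doublets (6.29), no integration (6.56), 30 principal components (6.36) and gating (9.04) no longer differ, while 6000 genes (3.75), the 10% limit (5.31), the lower (5.06) and higher resolution (6.15) and symbols (3.56) do.

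The ratio of effector to exhausted CD8+ T cells was about 0.7 in Adjuvant, about 17 in CA170, about 9.4 in KVax and about 7 in Combo in Fig. 7E, read by eye, against 2.62, 3.77, 1.74 and 3.58 here. Fig. 7E shows 2 points for Adjuvant and 3 for Combo, and the values here are means of 4 libraries. In Adjuvant no integration (4.25) and symbols (74.2) no longer differ, and doublets removed (2.31), 30 principal components (2.41), the higher resolution (9.32) and gating (3.65) do. In CA170 the higher resolution (14.7) and symbols (82.4) no longer differ, and doublets removed (3.50), no integration (7.05), 30 principal components (3.93) and gating (6.73) do. In KVax symbols (58.9) no longer differ, and doublets removed (1.35), no integration (2.07), 30 principal components (1.41), the higher resolution (4.64) and gating (2.03) do. In Combo no integration (9.59), the higher resolution (14.3), symbols (186) and gating (5.71) no longer differ, and doublets removed (2.92) and 30 principal components (3.45) do. The values by symbol, 4.25 without integration in Adjuvant and 14.3 at the higher resolution in Combo lie further from the paper's than the value first given for the group, and they count as not differing only because the SD between libraries is larger than the gap. The limit of 6000 genes, the 10% limit and the lower resolution gave no value.

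For Adjuvant and CA170 the paper states no significant change in the percentages of cell types. Here, in Adjuvant alveolar macrophages were 1.60 higher on the log2 scale, neutrophils -1.05 and cycling cells 1.65. Cells of the unnamed CD45+ clusters were 1.01 higher and unnamed T cells 0.89, and in CA170 unnamed T cells 1.59. The CD45+ libraries of these groups had the lowest median UMIs and lost most barcodes to the mitochondrial limit. Depth cannot be told apart from the treatment there. The paper states a fall of B cells in KVax, and here it was -0.38, not past the threshold under any alternative. It states a rise of CD4+ T cells in KVax, and here 0.76 had an adjusted p of 0.0503 from edgeR, with 30 principal components (0.79), 6000 genes (0.75), no integration (0.97), the replicate block (0.77), symbols (0.89) and Adjuvant as the reference (1.19) past the threshold, with edgeR's adjusted p over the alternatives from 0.0079 to 0.277, and the exact permutation test, which cannot go lower, at 0.333. It states a fall of Treg cells in KVax, which Fig. 6E gives as a percentage of CD4+ T cells. Here the difference per kept cell, -0.41, was not past the threshold, while that with gating by single genes (-0.61) was. The pool as library size, chosen after seeing the values, measures the share of CD4+ T cells as the figure does. It gave -0.75, past the threshold.

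The paper states a rise of T_RM_ cells in the treated groups, and here the log2 differences of 0.70 in Adjuvant, 0.44 in CA170, 0.58 in KVax and 0.61 in Combo were not past the threshold. No integration (1.71) and the CD3+ libraries alone (1.28) in Adjuvant, TMM factors (0.64) in KVax, the exact permutation test in Adjuvant (0.54) and KVax (0.69), symbols in all 4 groups (9.34, 8.75, 8.64 and 8.64) and, chosen after seeing the values, the pool as library size in Adjuvant (0.54), KVax (0.69) and Combo (0.57) called it. Fig. 7D gives shares of CD8+ T cells, which the permutation test and the pool as library size measure. The other settings test cells per kept cell. The paper states that the effector to exhausted ratio rose in CA170, KVax and Combo, and here the log2 differences from Control were 0.38, -0.55 and 0.40, those from Adjuvant were 0.44, -0.49 and 0.46, and no setting called one against Control. Of the 6 inhibitory receptors, Havcr2 and Pdcd1 were lower in all 4 comparisons and Vsir higher in all 4, Lag3 lower in 3 and Ctla4 in 1, none past the threshold over all genes, where the paper states lower levels in CA170 and Combo than in Adjuvant and KVax. Tigit was not tested for low counts.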

Other observations

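In this part, the count over splits that keep the sorts apart was chosen only after the result was seen. In CD8+ T cells of the CD45+ sort, CA170 was compared with Control on summed counts of 8631 genes, a comparison the paper makes by RT-PCR on other samples. Past the threshold were 150 genes (97 higher, 53 lower) by edgeR, with 1151 at an unadjusted p under 0.05, and 80 by DESeq2. Without Control replicate 1 there were 65, without Control replicate 2 71, without CA170 replicate 1 46 and without CA170 replicate 2 42. With 2 libraries against 2, splits of the libraries cannot exclude chance. The summed counts were 512532 and 393281 UMIs in the CA170 libraries, against 1525659 and 1274114 in Control. Depth thus follows the treatment here, and the differences below cannot be told apart from it.

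AY036118 had 448 ± 30.5 CPM (SD, n = 2 libraries) in CA170 and 46.3 ± 7.96 CPM in Control, a log2 difference of 3.33 (adjusted p = 3.5e-18 from edgeR). Lhfpl4 (2.54, adjusted p = 0.028) and Hist1h1e (2.4, adjusted p = 1.8e-06) were the next largest rises among genes whose groups do not overlap. Gm10260 fell to 82.1 from 1277 CPM, a log2 difference of -3.89 (adjusted p = 1.0e-16). Bcl2a1d and Ncr1 had 0 CPM in CA170, and against a floor of 3 counts over the group they were at least 6.46-fold and 11.4-fold lower than the 21.4 and 37.7 CPM of Control. Ncr1 was the leading gene of the NK cell cluster, and NK cells among the cells called CD8+ were not excluded. Cd69 was higher by 1.08 (adjusted p = 0.0006), and no longer past the threshold without Control replicate 2 (0.84, adjusted p = 0.0510), without CA170 replicate 1 (0.86, adjusted p = 0.203) or with both sorts (0.61, adjusted p = 0.0644). Pdcd1 (-1.25, adjusted p = 0.79), Lag3 (-2.02, adjusted p = 0.79), Tbx21 (-1.17, adjusted p = 0.24), Ifng (-0.64, adjusted p = 0.21), Gzmb (-0.87, adjusted p = 0.63), Prf1 (0.57, adjusted p = 0.48) and Gzma (-1.02, adjusted p = 0.72) were not past the threshold. Tbx21 was past it with no filter on low counts (adjusted p = 0.00019) and with a block by replicate number (adjusted p = 0.0082), with adjusted p over its alternatives up to 0.961.

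CD8+ T cells of the treated CD3+ libraries separate from CD3+ Control by the symbol Rack1. The candidate cause is the 2 gene lists, which name 1 gene differently. By identifier the mean level in CD3+ Control was 4449.09 CPM, inside the range of the treated libraries, and the symbol Rack1 was 0 CPM there. This is what a difference in naming would give.

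In exhausted-like cells, 35 splits of the libraries into groups of 3 and 4, or of 4 and 4, were made for each comparison. For CA170 against Adjuvant and for Combo against Adjuvant, 1 of 35 splits, the real one, gave as many genes as the 1 and 2 observed, but libraries of different sorts are not exchangeable. Of the 18 splits that keep the sorts apart, 1 did, a share that cannot be under 0.05, so chance cannot be excluded. The counts did not hold: they were 0 by DESeq2, at 6000 genes and with at least 20 cells, and were not kept in 4 of 7 and 7 of 8 fits with a library left out. For CA170 against KVax and for Combo against KVax, with 0 genes by edgeR (163 and 143 at an unadjusted p under 0.05) and 0 by DESeq2, all 35 reach a count of 0 by construction, so the splits say nothing about chance.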
